# Therapeutic Intervention with Anti-Complement Component 5 Antibody Does Not Reduce NASH but Does Attenuate Atherosclerosis and MIF Concentrations in Ldlr-/-.Leiden Mice

**DOI:** 10.3390/ijms231810736

**Published:** 2022-09-14

**Authors:** Florine Seidel, Robert Kleemann, Wim van Duyvenvoorde, Nikki van Trigt, Nanda Keijzer, Sandra van der Kooij, Cees van Kooten, Lars Verschuren, Aswin Menke, Amanda J. Kiliaan, Johnathan Winter, Timothy R. Hughes, B. Paul Morgan, Frank Baas, Kees Fluiter, Martine C. Morrison

**Keywords:** complement system, complement component 5, diet-induced, obesity, atherosclerosis, NASH, inflammation, therapeutic, macrophage migration inhibitory factor

## Abstract

Background: Chronic inflammation is an important driver in the progression of non-alcoholic steatohepatitis (NASH) and atherosclerosis. The complement system, one of the first lines of defense in innate immunity, has been implicated in both diseases. However, the potential therapeutic value of complement inhibition in the ongoing disease remains unclear. Methods: After 20 weeks of high-fat diet (HFD) feeding, obese Ldlr-/-.Leiden mice were treated twice a week with an established anti-C5 antibody (BB5.1) or vehicle control. A separate group of mice was kept on a chow diet as a healthy reference. After 12 weeks of treatment, NASH was analyzed histopathologically, and genome-wide hepatic gene expression was analyzed by next-generation sequencing and pathway analysis. Atherosclerotic lesion area and severity were quantified histopathologically in the aortic roots. Results: Anti-C5 treatment considerably reduced complement system activity in plasma and MAC deposition in the liver but did not affect NASH. Anti-C5 did, however, reduce the development of atherosclerosis, limiting the total lesion size and severity independently of an effect on plasma cholesterol but with reductions in oxidized LDL (oxLDL) and macrophage migration inhibitory factor (MIF). Conclusion: We show, for the first time, that treatment with an anti-C5 antibody in advanced stages of NASH is not sufficient to reduce the disease, while therapeutic intervention against established atherosclerosis is beneficial to limit further progression.

## 1. Introduction

Obesity is associated with a large range of cardiometabolic diseases, resulting in high morbidity and mortality worldwide [1]. Studies have shown that obesity is particularly associated with increased risk of developing non-alcoholic fatty liver disease (NAFLD) and atherosclerosis [2,3]. In both diseases, chronic inflammation, mostly triggered by an overload of dietary lipids, is known to play a critical role in driving disease progression [4,5]. Inflammation is crucial in the progression from simple steatosis to non-alcoholic steatohepatitis (NASH) in the liver, and in the vasculature, it promotes atherosclerotic plaque growth.

While the inflammatory processes at play in NAFLD and atherosclerosis remain partly unknown, several lines of evidence suggest the involvement of complement system activation. The complement system is one of the first lines of defense in innate immunity, activated in a sequential manner through one of three major pathways (alternative pathway, classical pathway or lectin pathway), which converge at complement component 3 (C3) activation. This subsequently leads to the activation of complement component 5 (C5), which initiates terminal pathway activation with the formation of the terminal complement complex (C5b-9 terminal complement complex, also known as membrane attack complex (MAC)) [6]. While the complement system is most well-known for its role in host defense, recently, attention has also been brought to its role in (sterile) metabolic inflammatory processes. Several studies have shown that circulating complement components (C3 and its activation product C3a) are increased in NAFLD patients relative to healthy controls [7,8,9]. In addition, the terminal complement system has been shown to be activated in NAFLD/NASH patients, leading to hepatic accumulation of MAC [10]. This complement activation has been proposed to be associated with hepatic immune cell infiltration as well as fibrogenesis [11,12], suggesting a role of complement activation in progressive NASH. A study that investigated the effect of knockout of C5 has provided further indication for a causal role of complement in NASH pathogenesis. This study demonstrated an attenuation of liver MAC deposition, steatosis and inflammation in the absence of C5 [13]. In a similar way, complement activation has also been linked to atherosclerosis progression. Circulating C3 has repeatedly been shown to be associated with cardiovascular disease risk (reviewed in [14]), and serum C5b-9 has been linked to atherosclerotic plaque stability in patients with acute ischemic stroke [15]. The involvement of complement activation in the atherosclerotic process has further been illustrated by the presence of C5 and MAC in human atherosclerotic plaques [16,17,18]. Complement system activation is thought to stimulate immune cell infiltration in atherosclerotic lesions and thereby contribute to disease progression [19,20]. Animal studies in models with knockout or overexpression of various complement components have provided further evidence for causal involvement of complement activation in atherosclerosis [21,22,23,24]. In addition, several investigators have shown that inhibitors of complement activation can reduce lesion growth in a preventive setting [25,26,27,28]. Wu et al., for instance, showed that preventive treatment with an anti-C5 antibody attenuated the development of atherosclerotic lesions in mCd59ab-/-/Apoe-/- mice [29]. However, it is still unclear whether the inhibition of terminal complement activation has therapeutic potential in established disease, with treatment starting when NASH or atherosclerosis is already present, as is inevitably the case in patients. In this study, we investigated, for the first time, the effect of limiting terminal complement activation on both NASH and atherosclerosis in one model simultaneously, by treatment with an established anti-C5 blocking monoclonal antibody (BB5.1) [30]. We studied its effect in Ldlr-/-.Leiden mice, a translational diet-induced mouse model for NASH and atherosclerosis. On a translational high-fat diet (HFD) with a macronutrient composition and cholesterol content comparable to human diets, Ldlr-/-.Leiden mice develop NASH and atherosclerosis in the context of an obese phenotype with insulin resistance, dyslipidemia and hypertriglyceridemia as typical for many patients [31,32,33]. This contrasts many other rodent models for NASH, which require harsh dietary conditions (e.g., methionine and choline deficiency or supraphysiological levels of cholesterol supplementation) and/or liver toxins (e.g., streptozotocin or carbon tetrachloride) to induce liver pathology and phenotypically do not reflect NASH patients well (e.g., lacking obesity, insulin resistance and/or dyslipidemia) [34]. Ldlr-/- mice also reflect underlying disease processes observed in NASH patients, as demonstrated by their concordance with various human transcriptomic [32,33,35,36] and plasma metabolomics disease profiles [33,37]. The dyslipidemic phenotype of Ldlr-/-.Leiden mice (with increased triglyceride and cholesterol levels, confined mainly to the atherogenic (V)LDL particles) results in the development of atherosclerosis in addition to NASH [32], thus, allowing the study of the effect of treatments on NASH and atherosclerosis simultaneously.

In the current study, we found that systemic inhibition of C5 activation did not affect the development of NASH but did limit further atherosclerotic lesion growth and severity independent of plasma cholesterol levels.

## 2. Results

To investigate the effect of an anti-C5 treatment (and thereby the inhibition of terminal complement pathway) in obesity, HFD-fed Ldlr-/-.Leiden mice were treated with an anti-C5 antibody (HFD+BB5.1) or vehicle control (HFD+vehicle) from week 20 to the end of the study (week 32, Figure 1). For reference, a separate group of mice was kept on a chow diet (Chow).

### 2.1. Anti-C5 Treatment Decreases Complement Activation

To confirm adequate inhibition of C5 by the employed dosage of the BB5.1 antibody in vivo, plasma samples were tested in a functional murine classical pathway ELISA, quantifying the amount of C9 deposition (Figure 2A). Before the start of treatment (week 20), complement activation in the HFD+vehicle and HFD+BB5.1 groups were comparable (HFD+vehicle 0.84 ± 0.05 arbitrary unit (AU) vs. HFD+BB5.1 0.75 ± 0.06 AU; not significantly different). After 2 weeks of treatment (week 22), the anti-C5 treatment strongly and significantly lowered terminal pathway activity (as shown by C9 deposition) in plasma relative to HFD+vehicle (HFD+vehicle 0.80 ± 0.06 AU vs. HFD+BB5.1 0.33 ± 0.02 AU, *p* ≤ 0.001), indicating that the antibody was present in plasma. This inhibitory effect persisted throughout the study and HFD+BB5.1 animals showed consistently lower levels of C9 deposition (all *p* ≤ 0.001) until the end of the study. Furthermore, in situ complement activation was assessed by determining the deposition of MAC, a C5-activation end product, in liver cross sections. This immunostaining revealed that at the end of the study, the anti-C5 treatment lowered the MAC-positive area (HFD+vehicle 25.7 ± 3.9 µm^2^/1000 µm^2^ vs. HFD+BB5.1 11.8 ± 2.0 µm^2^/1000 µm^2^, *p* ≤ 0.05, Figure 2B,C). Together, these results indicate an efficacious lowering of complement activation by the anti-C5 treatment.

### 2.2. Anti-C5 Treatment Does Not Affect HFD-Induced Obesity and Its Metabolic Risk Factors

From week 20 until the end of the study, HFD feeding was accompanied by a significantly higher fat intake in the HFD+vehicle group compared with Chow (Chow average 1.12 ± 0.02 kcal fat/day vs. HFD+vehicle group average 6.55 ± 0.09 kcal fat/day, *p* ≤ 0.001, Figure 3A), while HFD+vehicle and HFD+BB5.1 consumed the same amount of fat (average HFD+BB5.1 6.62 ± 0.12 kcal fat/day, not significantly different from HFD+vehicle). In HFD-vehicle animals, the average body weight was 54.9 ± 1.1 g at the end of the study, while the body weight of Chow animals was significantly lower and 35.4 ± 1.2 g in week 31 (*p* ≤ 0.001, Figure 3B). HFD+vehicle animals also displayed higher plasma total cholesterol and triglyceride concentrations compared to Chow (Chow average cholesterol 10.0 ± 0.4 mM, average triglycerides 1.7 ± 0.1 mM vs. HFD+vehicle average cholesterol 34.6 ± 2.1 mM, average triglycerides 5.7 ± 0.5 mM, *p* ≤ 0.001, Figure 3C,D). The anti-C5 treatment did not affect obesity development or the metabolic risk factors as the HFD+BB5.1 group displayed similar fat intake, body weight, plasma cholesterol and triglyceride concentrations compared to HFD+vehicle at all timepoints investigated (HFD+BB5.1 average cholesterol 33.5 ± 1.9 mM, average triglycerides 5.7 ± 0.7 mM, not significantly different from HFD+vehicle).

### 2.3. Anti-C5 Treatment Does Not Affect NASH Development

Histological examination of the livers revealed that HFD feeding induced the development of NASH as expected. HFD+vehicle animals developed marked steatosis (55 ± 3% of the cross-sectional area), including both pronounced macrovesicular (31 ± 2%) and microvesicular (25 ± 2%) steatosis, while Chow animals did not present any (0%) hepatic fat accumulation (*p* ≤ 0.001, Figure 4A–D). In HFD+vehicle animals, the steatosis was accompanied by an increased number of inflammatory aggregates, while inflammatory aggregates were practically absent in Chow (Chow 0.0 ± 0.0 inflammatory aggregates/mm^2^ vs. HFD+vehicle 2.9 ± 0.7 inflammatory aggregates/mm^2^, *p* ≤ 0.001, Figure 4E). Anti-C5 treatment did not affect liver histology as the levels of steatosis (52 ± 3%) (macrovesicular (27 ± 2%) and microvesicular (26 ± 3%)) and lobular inflammation 3.1 ± 1.3 inflammatory aggregates/mm^2^) were all comparable to HFD+vehicle (Figure 4A–E). HFD feeding also induced the development of fibrosis (Figure 4A). More specifically, the fibrosis area was increased in HFD+vehicle animals in comparison with Chow animals (0.1 ± 0.0% of cross-sectional area vs. HFD+vehicle 7.0 ± 2.9%, *p* ≤ 0.01, Figure 4F). The fibrosis stage was also more advanced for HFD+vehicle animals than Chow animals (Chow stage 1 ± 0. vs. HFD+vehicle stage 2 ± 0, *p* ≤ 0.05, Figure 4G). Anti-C5 treatment did not alter the fibrosis area (HFD+BB5.1 7.9 ± 4.1%, not significantly different from HFD+vehicle) or the fibrosis stage (HFD+BB5.1 2 ± 0, not significantly different). Furthermore, in line with the histology, anti-C5 treatment did not affect hepatic collagen content measured biochemically in tissue homogenates (HFD+vehicle 15.8 ± 2.5 µg/mg liver protein vs. HFD+BB5.1 16.6 ± 4.0, not significantly different, Figure 4H).

### 2.4. Anti-C5 Treatment Reverses HFD-Induced Effects on Oxidative Phosphorylation Genes

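Hc encodes complement component C5, the target of BB5.1, and lies on chromosome 2 of GRCm38 from 34983331 to 35061438. Its level in the liver was 845 ± 222 CPM (SD, n = 11) in HFD+vehicle mice and 774 ± 126 CPM (SD, n = 12) in HFD+BB5.1 mice, a log2 fold change of -0.13 (SE 0.13, adjusted p = 0.963 from edgeR's quasi-likelihood test). In Chow mice it was 986 ± 346 CPM (SD, n = 6), and the log2 fold change of -0.22 in HFD+vehicle against Chow did not pass in edgeR (adjusted p = 0.297) but did in limma-voom (adjusted p = 0.0395). Without Chow mouse 3 it was -0.045, and without HFD+vehicle mouse 9 the value with BB5.1 was -0.036. Apoa4, which encodes an apolipoprotein of triglyceride-rich particles, was at 234 ± 111 CPM (SD, n = 6) in Chow and 3648 ± 1314 CPM (SD, n = 11) in HFD+vehicle livers, and every HFD+vehicle mouse was above every Chow mouse. The livers came from 29 Ldlr-/-.Leiden mice: 6 Chow, 11 HFD+vehicle and 12 HFD+BB5.1. BB5.1, a monoclonal antibody that blocks mouse C5, was given at 1 mg per mouse from week 20, and the paper states that the study ended at week 32. The authors trimmed the reads with Trimmomatic, aligned them with STAR and counted them per gene with HTSeq, and the analysis started from these counts. Libraries held 18018074 to 32308208 counts in genes. Counts of 15352 genes with sufficient depth were scaled by TMM and fitted for the 3 groups together, and a gene was called different at an adjusted p under 0.05. Both comparisons, 49 gene lists and the rule by which genes are named were set before the data were examined. Each list was set against all other tested genes by camera with a preset correlation between genes of 0.01, and again with the correlation estimated from the data.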

Next, we used Next Generation Sequencing (NGS), to assess whether anti-C5 treatment affected molecular processes associated with dysmetabolism and inflammation in NASH in the liver. 

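Trem2, a receptor on macrophages that take up lipid, was at 0.259 ± 0.240 CPM (SD, n = 6) in Chow livers and 10.9 ± 7.26 CPM (SD, n = 11) in HFD+vehicle livers, a log2 fold change of 5.37 (SE 0.82, adjusted p = 1.53e-05 from edgeR). Ces2a, a liver carboxylesterase, fell from 479 ± 61.2 CPM to 91.4 ± 27.7 CPM, and all 11 HFD+vehicle mice were below every Chow mouse. Msmo1, an enzyme of cholesterol synthesis, fell from 295 ± 57.4 CPM to 100.0 ± 51.2 CPM, a log2 fold change of -1.56 (SE 0.25, adjusted p = 2.93e-05 from edgeR). Of 24 cholesterol synthesis genes, 21 were lower, among them Tm7sf2, and 0 were higher at an adjusted p under 0.05 (22 lower when adjusted over the list alone). Bile acid synthesis and transport had 15 lower and 3 higher genes of 24 (15 and 3 adjusted over the list alone), with log2 fold changes of -0.93 for Cyp27a1 and -1.05 for Akr1d1. Among 26 genes of drug and xenobiotic metabolism, 14 were lower and 5 higher (15 and 5 adjusted over the list alone), and Cyp3a11, a major drug-metabolising enzyme, had a log2 fold change of -1.99. Glucose metabolism had 12 higher genes and 1 lower gene of 23 (12 and 2 adjusted over the list alone), with log2 fold changes of 2.78 for the hexokinase Hk2 and 1.51 for the pyruvate kinase Pkm. Interferon-stimulated genes were higher in 28 of 34 cases (29 adjusted over the list alone), including Gbp3 at a log2 fold change of 2.16 and Ifit2 at 1.65. In the same livers hepatocyte marker genes had a median log2 fold change of -0.43, with 14 of 24 lower, and macrophage genes one of 1.67 (adjusted p = 0.176 and 0.0655 with an estimated correlation). The 5 lists of metabolism and interferon response passed in camera with the preset correlation, but with an estimated correlation their adjusted p ranged from 0.0988 to 0.218. The 12 largest increases were in Sprr1a, Ly6d, Gpnmb, Trem2, Mmp12, Ephb2, H19, Ttc39a, Pls1, Rad51b, Rgs16 and Ttc39aos1, whose log2 fold changes lay between 4.26 and 6.11 apart from Sprr1a, which was counted in 1 of 6 Chow libraries and is given no fold change. Gpnmb, H19 and Pls1 did not pass in limma-voom (adjusted p = 0.0528, 0.149 and 0.180). The 12 largest decreases were in Slc13a2, a citrate transporter, in the P450 paralogs Cyp2c69 and Cyp2c40, which may share reads, and in Rian, Meg3, Hsd3b5, Cyp26a1, Srgap3, Capn11, Serpina1e, Ugt2b38 and Ptgds, at log2 fold changes from -4.58 to -2.90. Without Chow mouse 3, Ugt2b38 had -1.87 and did not pass (adjusted p = 0.105), and without Chow mouse 4 Cyp26a1 had -1.97. In total, 2828 genes were higher and 2505 lower in HFD+vehicle than in Chow, or 4606 and 1118 with library size alone as the scaling. Of the 49 lists, 26 passed with the preset correlation, 11 of them higher and 15 lower. With an estimated correlation 0 passed, and 11 had an unadjusted p under 0.05. Fry, which asks whether a list's genes move on balance in one direction, called 35 lists, and Fisher's exact test called 18.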

Consistent with liver histology, NGS analyses revealed that HFD compared with Chow feeding significantly affected many (>300, all *p* ≤ 0.01) canonical pathways (full list shown in Supplemental Table S1), including many metabolic and inflammatory pathways related to NAFLD/NASH development. Among these significant pathways were ‘PPAR signaling’, ‘Mitochondrial Dysfunction’, ‘FCγ receptor-mediated Phagocytosis in Macrophages and Monocytes’, ‘NFκB Signaling ‘ and ‘Hepatic Fibrosis Signaling Pathway’ (all HFD+vehicle vs. Chow, *p* ≤ 0.01). 

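Cd36, a fatty acid transporter and target of PPARγ, rose from 97.3 ± 38.7 CPM (SD, n = 6) in Chow to 241 ± 38.4 CPM (SD, n = 11) in HFD+vehicle livers, a log2 fold change of 1.31 (SE 0.17, adjusted p = 3.97e-07 from edgeR). Fabp4, Plin2 and Pparg itself rose with log2 fold changes of 1.55, 0.82 and 0.90. Of 25 lipid droplet genes and PPARγ targets, 13 were higher and 1 was lower (13 and 2 adjusted over the list alone), with a median log2 fold change of 0.63. PPARα targets and genes of fatty acid oxidation went both ways: of 38 genes, 7 were higher and 6 lower, with the same counts adjusted over the list alone, a median of -0.04 (0.14 with library size alone as the scaling) and a mean of 0.086. Among them, Cpt1a, the entry enzyme of fatty acid oxidation, rose by 0.81, Vnn1 by 1.39 and Fgf21 by 2.97 on the log2 scale, while Acot1, an acyl-CoA thioesterase, fell by 1.42. The 27 genes of de novo lipogenesis had 9 higher and 6 lower (11 and 8 adjusted over the list alone). The uncoupling protein Ucp2 and the glycerol-3-phosphate dehydrogenase Gpd2 rose by 1.52 and 1.08 on the log2 scale, and the thioredoxin Txn2 fell by 0.49. These 3 genes belong to 46 genes of mitochondrial dysfunction outside the respiratory chain, of which 8 were higher and 12 lower (9 and 12 adjusted over the list alone), with a median log2 fold change of -0.09 (0.091 with library size alone) and a mean of 0.0088. The list did not pass in camera, which gave the negative direction (adjusted p = 0.329). Pld4 and Rac2, which act in phagocytosis, rose by 1.49 and 1.77 on the log2 scale in a list of Fcγ receptor phagocytosis with 34 of 45 genes higher and 1 lower (36 and 2 adjusted over the list alone). Toll-like receptor 2 (Tlr2) and the interleukin-1 receptor antagonist Il1rn rose by 2.31 and 2.37, and 30 of 51 NFκB signaling genes were higher and 3 lower (31 and 3 adjusted over the list alone). Chemokines and adhesion molecules were higher for 27 and lower for 2 of 40 genes (28 and 2 adjusted over the list alone), with Ccl6 at a log2 fold change of 2.57 and Vcam1 at 2.33. Of 28 macrophage and Kupffer cell genes, 23 were higher and 0 lower (23 higher adjusted over the list alone), among them Cd5l and Ctss at log2 fold changes of 2.31 and 1.67. Col3a1, the chain of type III collagen, rose from 25.5 ± 4.43 CPM to 152 ± 79.5 CPM, and Postn and Col14a1 rose by 1.45 and 1.26 on the log2 scale. Of 57 genes of hepatic fibrosis and stellate cells, 41 were higher and 1 lower (43 and 1 adjusted over the list alone). The inflammation lists joined (162 genes) passed in camera with the preset correlation (adjusted p = 6.19e-26). With an estimated correlation their adjusted p was 0.0363, a call that depends on adjusting them together with the 4 lists they join, none of which passed (adjusted p from 0.0534 to 0.0988). The fibrosis list passed with the preset correlation only (adjusted p = 6.99e-15 against 0.165), as did the lipid droplet list (0.000674 against 0.228), while the steatosis lists joined (90 genes) did not pass (adjusted p = 0.0614, median 0.11). The steatosis lists passed without Chow mouse 1 or 5 or HFD+vehicle mouse 9, 10, 13 or 14 (adjusted p = 0.0194, 0.00487, 0.0408, 0.0455, 0.0434 and 0.0491), with medians of 0.14, 0.11, 0.12, 0.11, 0.12 and 0.079. Over all mice they also passed in fry, and in camera with the preset correlation with library size alone as the scaling (median 0.29), without a filter or with surrogate variables. They passed in limma-voom too. Their adjusted p over all mice was 0.612 in camera with an estimated correlation, and without HFD+vehicle mouse 18 the median was 0.035.

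**Figure D1:**
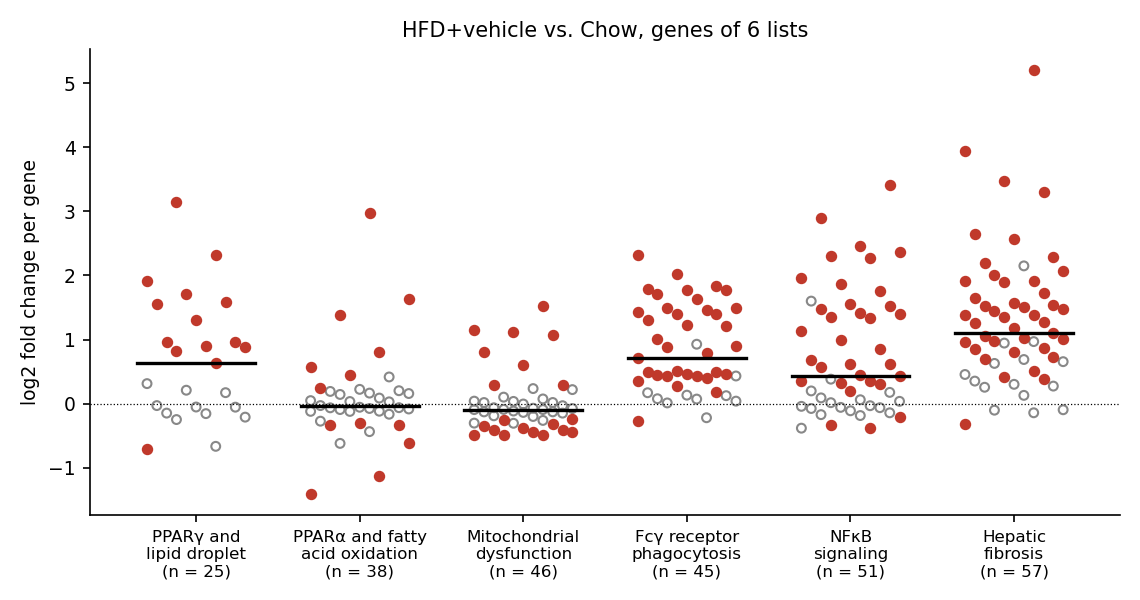
Log2 fold change between HFD+vehicle and Chow livers (vertical axis) for the tested genes of 6 lists (horizontal axis), a filled point for each gene at an adjusted p under 0.05 and a bar at the median. The fibrosis genes centre on a median of 1.10, and genes of fatty acid oxidation and of mitochondrial dysfunction lie on both sides of 0.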

In line with the observed effects on the histological level, anti-C5 treatment had very limited effects on hepatic gene expression, resulting in significant enrichment of only 3 pathways: ‘Oxidative Phosphorylation’, ‘Mitochondrial Dysfunction’ and ‘Sirtuin Signaling Pathway’. 

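Coq4, which is required to make coenzyme Q, was at 6.81 ± 1.37 CPM (SD, n = 11) in HFD+vehicle and 9.35 ± 1.34 CPM (SD, n = 12) in HFD+BB5.1 livers, a log2 fold change of 0.46 (SE 0.12). It was above the HFD+vehicle median in 11 of 12 HFD+BB5.1 mice, but did not pass (unadjusted p = 0.00048, adjusted p = 0.959 from edgeR). The DNA repair enzyme Mgmt, the splicing factor Srsf4 and the scavenger receptor Stab1 had log2 fold changes of 0.38, 0.24 and 0.22 and did not pass either. Ptpn7, a phosphatase of lymphocytes, was at 3.57 ± 4.55 CPM in HFD+vehicle and 1.30 ± 0.638 CPM in HFD+BB5.1 livers, a log2 fold change of -1.45 that did not pass and was -0.78 without HFD+vehicle mouse 13. The other increases with the smallest unadjusted p, none of which passed, were in Tmem60, Akap10, Akr1e1, Atp5mpl, Snrpd2, Ly96, Lurap1l and Rex1bd. The other decreases with the smallest unadjusted p were in Ezr, Myrf, Mtss1l, Uba2, Ftsj3, Ttc17, Ppm1f, Esyt1, Tmem63b, Vps33a and Nhsl1, and these did not pass either. In edgeR, DESeq2 and limma-voom alike, 0 genes differed between HFD+BB5.1 and HFD+vehicle at an adjusted p under 0.05. An unadjusted p under 0.05 was reached by 766 genes in edgeR, and one under 0.01 by 133 genes (91 higher and 42 lower), where 154 are expected if no gene differs. In DESeq2 and in limma-voom, with the same filter on low counts, the number under 0.01 was above 154. Without a filter, on 26079 genes, it was larger still in edgeR. The 133 became 84 without HFD+vehicle mouse 13, 82 without HFD+BB5.1 mouse 41 and 81 without HFD+BB5.1 mouse 42. In the sirtuin pathway, Foxo1, a transcription factor deacetylated by SIRT1, had a log2 fold change of 0.26 and Hif1a, the oxygen-sensing factor, one of -1.03, with unadjusted p of 0.0040 and 0.0083, and Hif1a had -0.48 without HFD+vehicle mouse 13. The paper's sirtuin list was not available here, so the list used was written by hand, without respiratory chain subunits. Of its 56 tested genes, 0 passed in edgeR, also when adjusted over the list alone, and 4 had an unadjusted p under 0.05. Their median log2 fold change was 0.0022, between -0.010 and 0.029 when 1 library was left out, and it was negative without HFD+vehicle mouse 14 (-0.00066) or 15 (-0.010) or HFD+BB5.1 mouse 29 (-0.0025). The list did not pass in camera (adjusted p = 0.469). Of the 49 lists, 16 passed with the preset correlation, 8 higher and 8 lower. With an estimated correlation 0 passed and 4 had an unadjusted p under 0.05, fry called 0 with the same number unadjusted, and Fisher's exact test called 4.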

Importantly, the observed effect on oxidative phosphorylation was reversal of the HFD-induced effect. 

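Ndufs7, an iron-sulfur subunit of complex I, lies on chromosome 10 of GRCm38 from 80249121 to 80256794. It was at 66.7 ± 13.9 CPM (SD, n = 6) in Chow, 43.1 ± 5.25 CPM (SD, n = 11) in HFD+vehicle and 51.4 ± 8.38 CPM (SD, n = 12) in HFD+BB5.1 livers. Its log2 fold change was -0.63 for HFD+vehicle against Chow (adjusted p = 3.49e-05 from edgeR) and 0.25 for HFD+BB5.1 against HFD+vehicle (unadjusted p = 0.0090), and 10 of 12 HFD+BB5.1 mice were above the HFD+vehicle median. The complex I subunits Ndufa12, Ndufc2, Ndufab1 and Ndufb7 had log2 fold changes of -0.40, -0.42, -0.38 and -0.39 with HFD and of 0.28, 0.27, 0.22 and 0.29 with BB5.1. Uqcrb of complex III had -0.32 and 0.28, and Cox5a of complex IV had -0.22 and 0.19. The decrease of Cox5a with HFD did not pass without Chow mouse 2 (adjusted p = 0.107) or Chow mouse 4 (adjusted p = 0.0902). These 7 of 92 oxidative phosphorylation genes were lower with HFD, at an adjusted p under 0.05 and an unadjusted p under 0.01, and higher with BB5.1 at an unadjusted p under 0.01. A count of 5.78 is expected if the 38 genes lower and the 14 genes higher at an unadjusted p under 0.01 were independent sets. In 20 simulations in which BB5.1 changed no gene, the count had a median of 0 and was at most 1. They drew each gene independently, so genes of the list could not shift together. In 99 other groupings of the real HFD mice the count had a median of 0 and was at most 3. The count of 7 became 4 without Chow mouse 2 or 4, 3 without HFD+vehicle mouse 9, 2 without HFD+vehicle mouse 15 and 4 without HFD+vehicle mouse 19. It was 12 without HFD+BB5.1 mouse 27, 4 without HFD+BB5.1 mouse 28 and 3 without HFD+BB5.1 mouse 38, 41 or 42. Over all mice it was 1 with library size alone as the scaling, 3 with offsets for GC content and exonic length and 4 with upper quartile factors. With HFD+vehicle libraries split at random, 1 part for each comparison, the median count over 50 splits was 0, with fewer mice in each comparison. Across all 15352 genes, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson r of -0.20. Its median was -0.16 in the simulations, where the shared HFD+vehicle mice alone give a negative value. In the 99 other groupings r had a median of -0.16 and lay between -0.67 and 0.28, so -0.20 is within what regrouped mice give. Across the oxidative phosphorylation genes r was -0.23, against medians of -0.31 in the simulations and -0.27 in the other groupings.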

HFD feeding significantly impeded the oxidative phosphorylation pathway resulting in a significant predicted deactivation (HFD+vehicle vs. HFD+BB5.1 activation Z-score −6.4, *p* ≤ 0.001, Figure 5A), mainly due to pronounced effects on the mitochondrial complexes I and V. Notably, while many genes in the oxidative phosphorylation pathway were downregulated by HFD feeding, the anti-C5 treatment upregulated several genes and significantly activated this pathway (HFD+BB5.1 vs. HFD+vehicle activation Z-score 3.3, *p* ≤ 0.001, Figure 5B, full list of genes shown in Supplemental Table S2). 

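Ndufb11, a subunit of complex I, was at 95.6 ± 14.8 CPM (SD, n = 6) in Chow and 66.2 ± 7.54 CPM (SD, n = 11) in HFD+vehicle livers, a log2 fold change of -0.53 (SE 0.089, adjusted p = 2.22e-05 from edgeR). The complex I subunits Ndufb5 and Ndufs3 fell by 0.42 and 0.36 on the log2 scale, and 11 and 10 of 11 HFD+vehicle mice were below every Chow mouse. In ATP synthase, complex V, Atp5d fell from 216 ± 31.0 CPM to 160 ± 13.3 CPM, and Atp5h and Atp5c1 fell by 0.44 and 0.29 on the log2 scale. Ndufs3 and Atp5c1 did not pass when libraries were scaled by their size alone (adjusted p = 0.0815 and 0.166). With HFD, 21 of 36 nuclear-encoded complex I genes were lower and 0 higher (22 lower adjusted over the list alone), and 11 of 19 complex V genes were lower and 0 higher (12 adjusted over the list alone). Over all 92 oxidative phosphorylation genes, 47 were lower and 0 higher (49 lower adjusted over the list alone), with a median log2 fold change of -0.27. The median was -0.083 with library size alone and -0.11 or -0.14 with offsets for GC content and exonic or coding length, the last chosen after the data were seen. Hepatocyte marker genes had a median of -0.43 in the same comparison. The oxidative phosphorylation list passed in camera with the preset correlation (adjusted p = 4.58e-08) and in fry (0.00142), but not with an estimated correlation (0.405). The activation z, the number of genes higher minus the number lower at an unadjusted p under 0.01 divided by the square root of their sum, was -6.16 for HFD+vehicle against Chow. With library size alone as the scaling, which moved the median of all genes by 0.18, the z was -1.13. With BB5.1, Ndufa5 of complex I was at 16.5 ± 3.23 CPM (SD, n = 11) in HFD+vehicle and 21.4 ± 4.67 CPM (SD, n = 12) in HFD+BB5.1 livers, a log2 fold change of 0.37 (unadjusted p = 0.0033, adjusted p = 0.959 from edgeR). Usmg5 and Atp5l, small subunits of ATP synthase, had log2 fold changes of 0.35 and 0.31 and were above the HFD+vehicle median in 11 and 10 of 12 HFD+BB5.1 mice. Of the 92 genes 0 passed in edgeR, also when adjusted over the list alone, while 34 were higher and 0 lower at an unadjusted p under 0.05. For the 81 nuclear-encoded genes 13 were higher adjusted over the list alone. At an unadjusted p under 0.01, 14 genes were higher, 6 in complex I, 2 in complex III, 3 in complex IV and 3 in complex V, which gives an activation z of 3.74 and a median log2 fold change over the list of 0.15, or 0.092 with offsets for GC content and exonic length. Adjusted within groups for short transcripts outside the list, a step chosen after the data were seen, the mean level of the 92 genes per mouse differed by 0.039 (permutation p = 0.198) in place of 0.15. The z was 2.45 without HFD+vehicle mouse 15 or HFD+BB5.1 mouse 42 and 2.24 without HFD+BB5.1 mouse 38 or 41. The list passed in camera with the preset correlation (adjusted p = 6.59e-23) and in Fisher's exact test (2.37e-12), but not with an estimated correlation (0.357) or in fry (0.285).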

Consistent with this, anti-C5 treatment also significantly affected the canonical pathway ‘mitochondrial dysfunction’ (HFD+BB5.1 vs. HFD+vehicle *p* ≤ 0.001). 

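Prdx5, a mitochondrial peroxidase, lies on chromosome 19 of GRCm38 from 6906697 to 6910106. It was at 163 ± 24.0 CPM (SD, n = 11) in HFD+vehicle and 192 ± 24.7 CPM (SD, n = 12) in HFD+BB5.1 livers, and 12 of 12 HFD+BB5.1 mice were above the HFD+vehicle median. Its log2 fold change of 0.24 (SE 0.085) did not pass over all genes (unadjusted p = 0.0087, adjusted p = 0.959 from edgeR). Prkn, the ubiquitin ligase parkin of mitophagy, had a log2 fold change of 0.31, and Casp3, an executioner caspase, had one of -0.20, with unadjusted p of 0.019 and 0.028. Among the 46 genes of mitochondrial dysfunction outside the respiratory chain, 0 passed in edgeR, also when adjusted over the list alone, and 3 had an unadjusted p under 0.05. The list did not pass in camera with the preset correlation (adjusted p = 0.469) or with an estimated one (0.886). Its median log2 fold change was -0.00038 and its mean 0.019, and the median lay between -0.015 and 0.017 when 1 library was left out. It was positive, at most 0.017, without HFD+vehicle mouse 9, 17, 18, 19, 22, 23 or 25 or HFD+BB5.1 mouse 27, 28, 30, 35, 38 or 42.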

Altogether, these results indicate that anti-C5 treatment diminished the downregulation of genes triggered by HFD feeding and counteracted HFD-induced effects on the pathway ‘oxidative phosphorylation’.

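The mean level of the 92 oxidative phosphorylation genes in each liver, as log2 CPM centred per gene, was 0.13 ± 0.17 (SD, n = 6) in Chow, -0.11 ± 0.12 (SD, n = 11) in HFD+vehicle and 0.038 ± 0.14 (SD, n = 12) in HFD+BB5.1 mice. It was lower in HFD+vehicle than in Chow by a difference of -0.24 (two-sided exact permutation test, p = 0.00331), and 11 of 11 HFD+vehicle mice were below the Chow median. HFD+BB5.1 was above HFD+vehicle by 0.15 (two-sided permutation test, p = 0.0110), with 9 of 12 HFD+BB5.1 mice above the HFD+vehicle median. In the fit across all genes, the median log2 fold change of the 92 genes between HFD+BB5.1 and Chow was -0.11, with 15 genes lower and 1 higher at an adjusted p under 0.05, among 5122 genes that differed. For mt-Nd1, a complex I gene of mitochondrial DNA, the levels were 4781 ± 289 CPM in Chow, 3417 ± 317 CPM in HFD+vehicle and 3895 ± 496 CPM in HFD+BB5.1 livers. The score was also adjusted within groups for the mean of 2155 short transcripts outside the list, a step chosen after the data were seen. The adjusted difference was -0.27 for HFD+vehicle against Chow (permutation test, p = 8.1e-05, the smallest that 6 against 11 mice allow). It was 0.039 for HFD+BB5.1 against HFD+vehicle (permutation test, p = 0.198). The adjustment used the real groups and was not refitted in each permutation, so the p-values of the adjusted score are approximate. For the 11 tested genes of mitochondrial DNA alone, the differences were -0.15 (exact permutation test, p = 0.194) and 0.13 (permutation test, p = 0.129). From the lower expression with HFD and the higher expression with BB5.1, the paper states that its results point to anti-C5 treatment having counteracted the effect of HFD on the oxidative phosphorylation pathway.

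**Figure D2:**
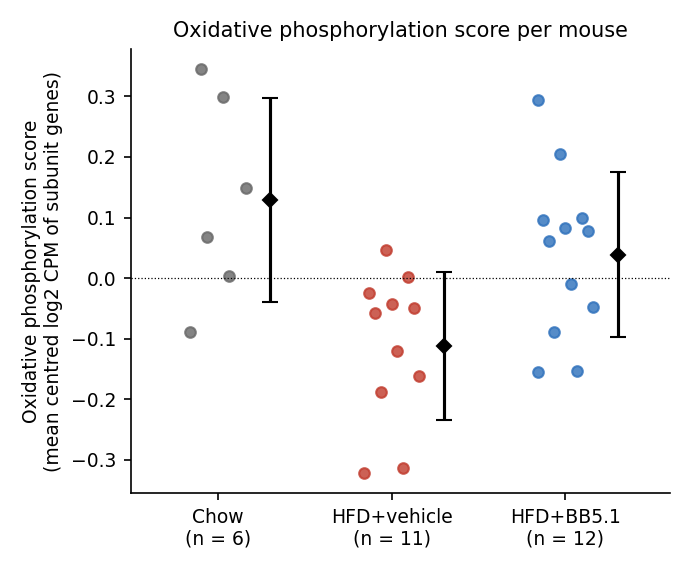
Oxidative phosphorylation score of each liver (vertical axis, mean centred log2 CPM of 92 genes) in Chow, HFD+vehicle and HFD+BB5.1 mice, a point per mouse and a diamond with bars for the mean and SD. The means are 0.13, -0.11 and 0.038.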

### 2.5. Anti-C5 Treatment Reduces Atherosclerotic Plaque Growth and Severity Independently of Circulating Cholesterol

The effect of anti-C5 treatment on atherosclerosis development and lesion severity was assessed by histological analysis of cross-sections of the aortic root (valve area). The anti-C5 treatment significantly reduced the total lesion area (i.e., the atherosclerotic plaque load): HFD+vehicle animals had an average total lesion area of 693 ± 94 × 10^3^ µm^2^ per cross-section compared with 442 ± 50 × 10^3^ µm^2^ in HFD+BB5.1 animals (Figure 6A,B, *p* ≤ 0.05). More specifically, the anti-C5 treatment not only reduced plaque growth but also reduced the severity of the plaques. The HFD+BB5.1 group exhibited a larger area containing mild type I–III lesions compared with HFD+vehicle (HFD+vehicle 3 ± 1 × 10^3^ µm^2^ vs. HFD+BB5.1 10 ± 2 × 10^3^ µm^2^, *p* ≤ 0.05, Figure 6C). Conversely, the total area attributable to severe IV–V lesions was significantly smaller in the HFD+BB5.1 group than in the HFD+vehicle group (HFD+vehicle 684 ± 98 × 10^3^ µm^2^ vs. HFD+BB5.1 421 ± 52 × 10^3^ µm^2^, *p* ≤ 0.05, Figure 6D). This anti-atherogenic effect of the anti-C5 treatment was not associated with a reduction in MAC deposition within atherosclerotic plaques (Supplemental Figure S2). These data indicate a beneficial effect of the anti-C5 treatment against atherosclerosis development that is not the result of terminal pathway inhibition within the plaque, but rather results from an indirect effect on a systemic pro-atherogenic factor, such as cholesterol, oxidized LDL (oxLDL) or inflammation. As plasma cholesterol levels were not different between HFD+vehicle and HFD+BB5.1 animals (Figure 3E), the effect was independent of cholesterol exposure. More specifically, atherosclerosis development in Ldlr-/-.Leiden mice is strongly driven by plasma cholesterol (i.e., cholesterol exposure, Figure 6E). Based on historical data on the close relationship between plasma cholesterol and total lesion area in Ldlr-/-.Leiden mice, the expected lesion area at the start of treatment was 446 × 10^3^ µm^2^ per cross-section (i.e., expected lesion area t = 20 weeks). This graph also shows that the observed lesion development in the HFD+vehicle group lies within the 95% prediction band, while the total lesion area in HFD+BB5.1 falls outside the 95% prediction band, further supporting the notion that the effect of the anti-C5 treatment is independent of an effect on plasma total cholesterol. Next, we analyzed plasma levels of oxLDL as a potential pro-atherogenic mediator. HFD+vehicle mice had significantly higher plasma oxLDL levels than Chow mice (Chow 464.6 ± 12.2 nmol/mg vs. HFD+vehicle 542.2 ± 18.9 nmol/mL, *p* ≤ 0.05, Figure 6F). The anti-C5 treatment reversed this HFD-induced increase (HFD+BB5.1 average 463.3 ± 17.8 nmol/mL, *p* ≤ 0.01 vs. HFD+vehicle), providing a potential rationale for the observed anti-atherogenic effect of BB5.1 treatment. Finally, we investigated the effect of the anti-C5 treatment on (vascular) inflammation as a potential additional mechanism. We first analyzed vascular adhesion molecules, which mediate immune cell infiltration in atherogenesis, and found that HFD increased the plasma levels of vascular cell adhesion molecule-1 (VCAM-1) (Chow 2.08 ± 0.09 µg/mL vs. HFD+vehicle 2.85 ± 0.08 µg/mL; *p* ≤ 0.001), intracellular adhesion mocelcule-1 (ICAM-1) (Chow 145.09 ± 6.84 ng/mL vs. HFD+vehicle 234.10 ± 10.32 ng/mL; *p* ≤0.001), E-selectin (Chow 56.86 ± 3.54 ng/mL vs. HFD+vehicle 70.15 ± 1.93 ng/mL; *p* ≤ 0.05) and P-selectin (Chow 223.12 ± 7.65 ng/mL vs. HFD+vehicle 350.84 ± 16.43 ng/mL; *p* ≤ 0.01). However, the anti-C5 treatment did not attenuate these inductions. Then, we analyzed chemotactic cytokines involved in immune cell recruitment during atherogenesis, monocyte chemoattractant protein-1 (MCP-1) and macrophage migration inhibitory factor (MIF). MCP-1 was induced by HFD feeding relative to Chow (Chow 26.34 ± 11.25 ng/mL vs. HFD+vehicle 44.56 ± 2.69 ng/mL; *p* ≤ 0.01) but was not lowered by the anti-C5 treatment (46.31 ± 5.14 ng/mL; not significant). In contrast, MIF—which correlated significantly with total atherosclerotic lesion area (*p* = 0.033, ρ = 0.47, Figure 7A)—was significantly reduced by the anti-C5 treatment (HFD+vehicle 49.1 ng/mL; HFD+BB5.1 34.6 ng/mL; *p* ≤ 0.05, Figure 7B).

## 3. Discussion

A growing body of evidence indicates that the terminal complement system plays a role in NASH and atherosclerosis progression. However, the therapeutic value of terminal complement system inhibition in already established disease has not been studied to date. In this study, we investigated the potential beneficial effect of anti-C5 treatment against obesity-associated NASH and atherosclerosis in a therapeutic study protocol (starting the treatment in already established disease). For this we used HFD-fed Ldlr-/-.Leiden mice, a translational model for obesity-associated NASH and atherosclerosis development [32,33]. Anti-C5 treatment in these mice did not have any effect on the development of obesity or associated metabolic risk factors and did not affect the development of steatosis, inflammation or fibrosis in the liver. It did, however, reduce the development of atherosclerosis in the aortic root, as shown by a reduced progression of total lesion area and a shift towards milder lesion types. While it has been hypothesized that complement inhibition may form a viable target for the treatment of NASH, we did not find any effect of anti-C5 treatment on liver steatosis and inflammation despite a significant inhibition of MAC deposition in the liver. This observation is not in line with a previous study showing that knockout of complement C5 in C57BL/6 mice attenuated HFD-induced development of hepatic steatosis and had some inflammation-reducing effects in the liver [13]. This discrepancy might be partly explained by differences in the experimental model used. NAFLD induction by short-term (10-week) HFD feeding in C57BL/6 mice is much milder than in the current study (e.g., mild steatosis; very early—not histologically quantifiable—inflammation; no fibrosis; ALT levels well within the normal range) and in absence of the metabolic dysfunction phenotype (obesity, insulin resistance, dyslipidemia) that characterizes most NASH patients. Furthermore, the anti-C5 treatment in our study was started once NASH was already established (i.e., after 20 weeks of HFD feeding), while C5 knockout is by definition preventive. The transition from benign steatosis to NASH is considered to involve neutrophil accumulation as a key mechanism [38] and studies have shown that upon activation of the terminal complement cascade, the complement fragment C5a (obtained from the cleavage of C5) enhances neutrophil survival in inflammatory states by inhibiting neutrophil apoptosis [39]. In Ldlr-/-.Leiden mice, inflammation is already present at 6 weeks of HFD feeding and steatosis, both macrovesicular and microvesicular, are shown to be maximal at approximately 20 weeks of HFD [36]. This suggests that, if the complement system is indeed involved in the transition from non-alcoholic fatty liver (NAFL) to NASH, the stage of the disease at the start of the treatment in the current study might have been too advanced to allow successful intervention. In addition, in the current study the degree of terminal complement system inhibition in the liver as assessed by inhibition of MAC deposition (which, although substantial, was not complete), may not have been large enough to lead to an overall attenuating effect on hepatic inflammation. All the more so, since inflammation in the context of NASH is known to be characterized by a broad activation of inflammatory pathways driven by multiple pro-inflammatory triggers [40,41]. Furthermore, it is possible that the antibody treatment in our study especially targeted systemic (circulating) complement and was less efficient in inhibiting local complement.

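Angptl4, a PPAR target that inhibits lipoprotein lipase, was at 78.8 ± 16.2 CPM (SD, n = 11) in HFD+vehicle and 111 ± 37.1 CPM (SD, n = 12) in HFD+BB5.1 livers, a log2 fold change of 0.50 (unadjusted p = 0.0037, adjusted p = 0.959 from edgeR). Mogat1 and Lpin1, enzymes of triglyceride synthesis, had log2 fold changes of 0.55 and 0.41 that did not pass. Of 90 genes of fatty acid oxidation, lipid droplets and de novo lipogenesis, 0 passed in edgeR, also when adjusted over the list alone, and 5 had an unadjusted p under 0.05. Their median log2 fold change was 0.014 (camera, adjusted p = 0.416), between 0.0011 and 0.034 when 1 library was left out, -0.034 in limma-voom and 0.0035 with offsets for GC content and exonic length. Map3k14, the kinase NIK of NFκB signaling, was at 15.0 ± 6.27 CPM in HFD+vehicle and 11.2 ± 2.05 CPM in HFD+BB5.1 livers, and Map3k14 had a log2 fold change of -0.43, or -0.24 without HFD+vehicle mouse 13. Tradd, an adaptor of the TNF receptor, was at 13.0 ± 1.48 CPM and 15.9 ± 3.05 CPM. The chemokine Cxcl12 had a log2 fold change of -0.21 (unadjusted p = 0.018), and none of these 3 genes passed over all genes. Over 162 inflammation genes, 0 passed, also when adjusted over the list alone, 9 had an unadjusted p under 0.05, and the median was -0.023 (camera, adjusted p = 0.142). The inflammation genes passed in camera with the preset correlation without HFD+vehicle mouse 9 or 25 or HFD+BB5.1 mouse 27, 31 or 35 (adjusted p = 0.0468, 0.0395, 0.0242, 0.0149 and 0.0321), at medians of -0.029, -0.038, -0.028, -0.056 and -0.038. Over all mice their adjusted p was 0.878 with an estimated correlation and 0.857 in fry. Col4a1, a basement membrane collagen, the PDGF receptor Pdgfrb and fibronectin (Fn1) had log2 fold changes of -0.34, -0.41 and -0.30, with unadjusted p of 0.048, 0.051 and 0.059, and did not pass. Col4a1 had -0.22 without HFD+vehicle mouse 15, and Fn1 had -0.17 without HFD+vehicle mouse 13. For the 57 fibrosis genes, 0 passed over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. Their median log2 fold change was -0.17, and the list passed in camera with the preset correlation (adjusted p = 7.62e-06) but not with an estimated one (0.661) or in fry (0.643). The median was -0.067 without HFD+vehicle mouse 15.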

The absence of effect of the anti-C5 treatment on NASH was also reflected in the transcriptomics analysis, which did not show any effect of the treatment on NASH-related pathways for steatosis, inflammation and fibrosis. 

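Mrpl15, a protein of the mitochondrial ribosome, fell from 60.4 ± 5.32 CPM (SD, n = 6) in Chow to 37.2 ± 4.94 CPM (SD, n = 11) in HFD+vehicle livers, and all 11 HFD+vehicle mice were below every Chow mouse. Mrpl23, another protein of this ribosome, was at 15.7 ± 1.99 CPM (SD, n = 11) in HFD+vehicle and 19.2 ± 3.37 CPM (SD, n = 12) in HFD+BB5.1 livers, a log2 fold change of 0.29 (unadjusted p = 0.0046, adjusted p = 0.959 from edgeR). Of 71 genes of the mitochondrial ribosome, 28 were lower with HFD and 0 higher (28 lower adjusted over the list alone), and with BB5.1 0 passed, also when adjusted over the list alone, while 5 were higher and 0 lower at an unadjusted p under 0.05. Their medians were -0.20 with HFD (-0.016 with library size alone as the scaling) and 0.070 with BB5.1 (0.045 with offsets for GC content and exonic length), and the list passed in camera with the preset correlation in both comparisons (adjusted p = 1.04e-06 and 0.000578) but with an estimated correlation in neither (0.263 and 0.695). Ndufaf6, an assembly factor of complex I, fell by 0.48 on the log2 scale with HFD. Of 41 assembly factors, 12 were lower with HFD and 0 higher (10 lower adjusted over the list alone), with a median of -0.23, or -0.047 with library size alone and -0.071 with these offsets. With BB5.1 0 of them passed, also when adjusted over the list alone, 4 had an unadjusted p under 0.05, and their median was 0.00018 (-0.0011 with library size alone, -0.0033 with RLE factors and -0.0055 with the offsets) with a mean of 0.068 (camera, adjusted p = 0.0863). Timm9, which guides proteins into mitochondria, fell by 0.46 on the log2 scale with HFD, and 7 of 24 import genes were lower and 1 higher (7 and 1 adjusted over the list alone). The median of the import genes with HFD was -0.12, or 0.065 with library size alone as the scaling, and with BB5.1 it was 0.053, or 0.023 with the offsets (camera, adjusted p = 0.0287 and 0.0510). With an estimated correlation the adjusted p with HFD was 0.395. Enzymes of the TCA cycle, which feed the respiratory chain, had 2 lower genes and 1 higher gene of 18 with HFD, with the same counts adjusted over the list alone. Idh3b and Fh1 fell by 0.27 and 0.33 on the log2 scale, but did not pass with library size alone (adjusted p = 0.255 and 0.261). With BB5.1 the TCA cycle genes had a median of -0.0010 (0.0037 with the offsets), 0 passed, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05 in edgeR (camera, adjusted p = 0.784 with HFD and 0.723 with BB5.1).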

We did, however, observe an effect of the anti-C5 treatment on the canonical pathways ‘oxidative phosphorylation’ and ‘mitochondrial dysfunction’. Several findings suggest an interaction between complement system (including terminal pathway) and mitochondrial function. Martinus and Cook [42] demonstrated that in vitro exposure to C5a inhibits dehydrogenase and cytochrome c activities. Furthermore, the end product of terminal pathway activation MAC, which is mainly known for forming cytotoxic pores on target cells, has more recently been shown to have a range of other effects at sublytic levels. Sublytic MAC has been described to result in mitochondrial damage and release of cytochrome c in the cytosol [43]. Although mitochondrial dysfunction and related oxidative stress are known to play a crucial role in the development of NASH [44], the predicted beneficial effect on mitochondria and oxidative phosphorylation-related gene expression observed in our study seems not to be sufficient to improve liver histology. NASH is a complex multifactorial disease in which many different inflammatory triggers and pathways drive its progression, and the enhancement of mitochondria function solely was probably not sufficient to limit or reverse the progression of the disease.

In our study, we further investigated the effect of anti-C5 treatment on the development of atherosclerosis. We showed that anti-C5 treatment was beneficial against atherosclerosis by limiting the total lesion size and severity. These results are in line with previous knockout studies for complement system factors that also revealed that deficiency in C6, which is necessary for MAC formation by binding to C5b, protects against atherosclerosis in rodents [21]. Consistently, other studies have demonstrated that a knockout of the main negative regulator of MAC formation, CD59, accelerates the development of atherosclerotic lesions [22,45], while anti-C5 treatment in a preventive setting attenuates this development [29]. In our study, we specifically demonstrated that the use of an anti-C5 treatment in a therapeutic intervention (starting at a time point at which pronounced disease is already present) is also efficacious in slowing down further atherosclerosis progression. However, other studies showed that C5 knockout in ApoE-/- mice did not affect atherosclerotic lesion area [46]. This suggests that the effect of C5 inhibition on atherosclerosis progression may depend on the mouse model. ApoE has recently been revealed to bind complement factor C1q of the classical complement pathway resulting in the inhibition of this pathway [47]. Consequently, in ApoE-/- mice, increased activation of the classical pathway was shown to occur due to the lack of the ApoE–C1q complex. The implication of the upstream classical pathway independent of terminal pathway activation is unclear, and over activation of the classical pathway in absence of ApoE might counterbalance the beneficial effect of a C5 knockout on atherosclerosis.

In the Ldlr-/-.Leiden mouse model, we more specifically showed that atherosclerosis progression is driven by cholesterol exposure in such a way that a linear relationship can be made. While the HFD-control and the anti-C5 treated groups displayed comparable concentrations of plasma cholesterol, the atherosclerotic lesions in HFD-control animals seemed to have grown further from the start of the treatment and worsened towards stage IV and V. In comparison, the anti-C5 treated animals displayed a smaller lesion area overall, with a higher proportion of milder type-III lesions remaining. Thus, it seems anti-C5 treatment did not reduce the size of the already present atherosclerotic plaques but limited further growth and worsening of the plaques independent of cholesterol exposure. This anti-atherosclerotic effect of the anti-C5 treatment was not associated with a reduction in MAC deposition within the atherosclerotic plaques. This could be related to poor penetration of the vascular tissue by the antibody used [48] or related to the timing of the intervention, and indicates that the observed effects must be the result of an indirect effect of the treatment on systemic pro-atherogenic factors, such as cholesterol, oxLDL or inflammation.

While circulating cholesterol itself does not seem to explain the observed effect on atherosclerosis, oxLDL is also known to drive the progression of atherosclerotic plaques [49]. In HFD feeding, high circulating oxLDL resulting from increased oxidative stress (in the liver or in circulation [50]) can be absorbed by macrophages in the plaque resulting in their foamy appearance and crystal formation. Consistent with the findings by Dai et al., who showed that the inhibition of C3 activation reduced serum oxLDL [26], the anti-C5 treatment in the current study lowered circulating oxLDL levels, which may have contributed to the observed reduction in atherosclerosis progression. Furthermore, although the full implication of complement system activation in atherosclerosis is not understood, C5a has been shown in in vitro studies to induce adhesion molecule expression by endothelial cells [51] and to be a potent chemotactic for several inflammatory cells including monocytes [52], and could, therefore, play an important role in immune cell accumulation in the arterial wall [53]. In vivo, adhesion molecule expression is regulated by a broad range of pro-inflammatory mediators [54], most likely with a large degree of redundancy [55]. Our findings are in line with this notion, showing that anti-C5 treatment alone is not sufficient to lower adhesion molecule levels. We did observe a reduction in the levels of the pro-atherogenic chemotactic cytokine MIF. MIF has been shown to be expressed in mouse and human atherosclerotic lesions and is known to play a crucial causal role in atherogenesis, as demonstrated by genetic knockouts and immunoneutralization studies [56,57,58,59]. Consistent with this, we found a positive correlation between plasma MIF levels and total lesion load. The observed reduction in MIF but not MCP-1 is in line with studies reporting that C5a enhances the release of MIF in vitro and in vivo [59], while genetic ablation of C5 was shown not to affect circulating MCP-1 levels in vivo [60]. A mechanistic rationale involving MIF is further supported by the observation that oxLDL induces MIF in endothelial cells [57] and vascular smooth muscle cells [61]. Here, inhibition of C5, and subsequent C5a formation, may have reduced monocyte accumulation through reduction in oxLDL and MIF, preventing further inflammation and progression of the atherosclerotic plaque to more severe stages.

Altogether, we show for the first time that anti-C5 treatment in the ongoing disease process, when disease is already established, does not reduce the further development of NASH in an established translational preclinical disease model. In the vasculature, however, anti-C5 treatment does prevent further lesion progression, reducing total atherosclerotic lesion load and shifting lesion severity towards milder lesion types, in absence of an effect on plasma cholesterol.

## 4. Materials and Methods

### 4.1. Animal Studies

All animal experiments were conducted in accordance with the European Union regulations on animal research and approved by an independent Animal Welfare Body (IVD TNO; approval number TNO-451). Male Ldlr-/-.Leiden mice were bred at TNO Metabolic Health Research, Leiden, The Netherlands, and group-housed in a specific-pathogen-free animal facility (temperature ~21 °C, relative humidity 50–60%) on a 12-h light/dark cycle. The animals received food and water ad libitum. All mice were fed a standard chow diet (Sniff R/M V1530, Uden, The Netherlands) until the start of the study. At the start of the study (t = 0 weeks), 17–18 week-old mice were matched into three experimental groups based on body weight, blood glucose, plasma cholesterol and plasma triglyceride levels. One group (Chow, n = 8) remained on the standardized chow diet as a healthy reference. The other two groups (HFD+vehicle, n = 17 and HFD+BB5.1, n = 17) were fed a well-established obesity-inducing [62] energy-dense HFD (45 kcal% fat with 39 kcal% fat from lard and 6 kcal% fat from soybean oil, 20 kcal% protein and 35 kcal% carbohydrates, D12451, Research Diets, New Brunswick, NJ, USA). Mice were treated with a vehicle (sterile phosphate-buffered saline (PBS)) or the established anti-C5 antibody (BB5.1 [30]) twice a week from t = 20 weeks until the end of the study (t = 32 weeks). Based on previous in-house data the development of NASH and atherosclerosis histopathology was comparable between HFD controls treated with an IgG isotype and untreated HFD controls (Supplemental Figure S1). Therefore, an IgG isotype control was not included in the study, but vehicle injections with PBS were included to control for the stress of handling and injecting the mice. Chow and HFD+vehicle animals received 200-μL intraperitoneal injections of PBS while HFD+BB5.1 received 200-μL intraperitoneal injections of BB5.1 anti-C5 antibody (5 mg/mL in PBS, 1 mg/mouse). The experimental scheme for the study is shown in Figure 1.

Group sizes were based on power calculations for detection of a difference in the main end-point hepatic inflammation (at α = 0.05 and power = 0.8), on top of this two animals per group were added to compensate for potential drop-outs during the study. Each animal cage contained two to six animals from the same experimental group. To provide equal housing conditions for each group and avoid bias, cages from different groups were randomized (using a Random Integer generator) over the shelves in the animal room. For administrating the treatments, the animals were injected per group to minimize the risk of a dosing error, but the order of the cages was rotated equally between all time points. Every week, individual body weight was measured, and food intake was monitored per cage to calculate the average food intake per mouse per day. Blood (200 μL) was collected via the tail vein at weeks 20, 22, 26 and 31 weeks after a 5-h fast. At t = 32 weeks, mice were sacrificed by isoflurane inhalation (4%) and heart puncture, and non-fasted terminal blood was collected. After that, mice were perfused with PBS for 10 min (1 mL/min) and the livers and hearts (including aortic root) were isolated. For the blood samplings and sacrifice, the order of the cages was randomized. In addition, all mice were individually numbered in a way that people conducting the experiment, as well as the analyses, were only aware of the mouse number and blinded to the corresponding experimental group. For fat intake analyses, each cage was considered an experimental unit, for all other experiments and analyses, single animals were considered to be an experimental unit. There were no drop outs during the study and all animals were used with no exclusions except where explicitly mentioned.

### 4.2. BB5.1 Antibody Production

The BB5.1-producing cell line was grown in CELLine CL1000 bioreactor flasks (Sigma-Aldrich, Zwijndrecht, The Netherlands) in RPMI medium containing 10% Ultra Low IgG Fetal Bovine Serum (Thermo Fisher Scientific, Waltham, MA, USA). The cell compartment was harvested every two weeks. Harvests were pooled, 0.2 μm filtered and applied to a Protein G FPLC column (Generon Ltd., Slough, UK) on an AKTA FPLC freshly washed to ensure sterility. After washing, bound IgG was eluted from the column as recommended and collected aseptically. Eluted IgG was dialyzed into PBS and stored in aliquots at −20 °C. All batches were tested and shown to be endotoxin-free before freezing. In addition, the batches were negative for mouse pathogens (based on MAP test performed by QM Diagnostics, Nijmegen, The Netherlands).

### 4.3. Plasma and Liver Biochemical Analyses

#### 4.3.1. Blood Glucose, Plasma Triglycerides and Cholesterol

Blood glucose was measured at the time of the blood collection using a glucometer (Freestyle Disectronic, Vianen, The Netherlands). Blood samples were used to prepare EDTA plasma by centrifugation (10 min, 6000 rpm). In freshly prepared plasma, total triglyceride and cholesterol concentrations were measured using enzymatic assays (triglyceride GPO-PAP and cholesterol CHOD-PAP, Roche Diagnostics, Almere, The Netherlands).

#### 4.3.2. Complement Component 9 (C9) Functional Complement Enzyme-Linked Immunoassay (ELISA)

A functional complement pathway ELISA that allows analysis of complement activation and subsequent C9 deposition was performed using plasma samples as described previously [63]. In short, to maximally trigger the activation of the classical complement pathway, NuncMaxisorp plates (Thermo Fisher Scientific) were coated with human IgM (in-house, LUMC, Leiden, The Netherlands) at 2 μg/mL in 0.1 M carbonate buffer overnight at room temperature. The plates were then blocked with PBS 1% bovine serum albumin (BSA) (1 h, 37 °C) and washed three times with PBS-Tween. The plasma samples were diluted with BVB++ buffer (Veronal buffered Saline/0.5 mM MgCl2/2 mM CaCl2/0.05% Tween 20/1% BSA, pH 7.5, all from Sigma-Aldrich) and incubated in the plates (1 h, 37 °C). CD1 NMS (Innovative Research, Novi, MI, USA) corresponding to 100 arbitrary units (AU) were used as standards for the assay. Plates were washed three times with PBS-Tween and incubated with digoxygenin-conjugated rabbit IgG anti-recombinant mouse C9 (1/200 in PBS-Tween 1% BSA, in-house, LUMC, Leiden, The Netherlands). The plates were washed three times again and incubated with Fab anti-digoxygenin-conjugated-POD (1/2500 in PBS-Tween 1% BSA, Roche Diagnostics) (1 h, 37 °C) and washed again three times. The plates were finally incubated with tetramethylbenzidine for between 10 and 30 min and the reaction was stopped with sulfuric acid. The optical density was measured at 450 nm with a spectrophotometer (iMark Microplate Reader, Bio-Rad, Hercules, CA, USA).

#### 4.3.3. Hepatic Collagen Content

Liver homogenates were prepared from sinister lobe biopsies using glass beads. Total collagen contents were measured in the liver homogenates after acid hydrolysis using the Sensitive Tissue Collagen Assay (Quickzyme, Leiden, The Netherlands). The measured collagen was normalized by the corresponding total protein content, which was measured in the same hydrolysates using the Total Protein Assay (Quickzyme).

#### 4.3.4. Plasma oxLDL, Chemokines and Adhesion Molecules

OxLDL was measured in plasma one week before sacrifice using an oxLDL ELISA kit according to manufacturer’s instructions (CSB-E07933m, CUSABIO, Houston, TX, USA). In the same plasma samples, MIF was quantified with the MIF DuoSet ELISA kit (DY1978, R&D Systems, Minneapolis, MN, USA). The concentrations of MCP-1 and adhesion molecules were analyzed in plasma as described previously [64]. Briefly, ELISAs were performed to measure MCP-1, E-selectin, P-selectin, ICAM-1 and VCAM-1 (with MCP-1 DuoSet (DY479-05), E-selectin/CD26E DuoSet (DY575), P-selectin/CD62P DuoSet (DY737), ICAM-1/CD54 DuoSet (DY796), VCAM-1/CD106 DuoSet, (DY643), respectively, all from R&D Systems).

### 4.4. Histological Analyses of the Livers and Aortic Roots

#### 4.4.1. NAFLD/NASH and Atherosclerosis

The livers (left lobe) and the aortic roots of the hearts were collected at sacrifice and fixed in buffered formalin (3.7%) for between 24 and 48 h. Samples were dehydrated overnight (Automatic Tissue Processor ASP300S, Leica Biosystems, Amsterdam, The Netherlands) and embedded in paraffin. Liver cross-sections (3 µm) were stained with hematoxylin-eosin or Sirius Red for NASH or fibrosis analyses, respectively. NASH and fibrosis were scored by a board-certified pathologist using an adaptation of the grading system for human NASH as described previously [33,65]. Briefly, macrovesicular, microvesicular and total steatosis were microscopically evaluated at 40× to 100× magnification and expressed as percentage of the liver cross-sectional area. Inflammation was assessed by the number of inflammatory aggregates per microscope field (4.4 mm^2^) using a 100× magnification. Fibrosis was assessed by the fibrosis area (expressed as the percentage of the liver cross-sectional area) and the fibrosis stage as reported previously [32]. For the NASH and fibrosis area analysis, 5 non-overlapping microscope fields were evaluated.

Cross-sections of the aortic roots (5 µm) were stained with hematoxylin-phloxin-saphran and scanned (Aperio Digital Pathology Slide Scanner AT2, Leica, Amsterdam, The Netherlands). Specimens in which the aorta was not perpendicular to the cross-sectional plane were excluded from analysis, resulting in n = 7 samples in the HFD+vehicle group and n = 12 samples in the HFD+BB5.1 group. Atherosclerotic lesions were analyzed, as described in previous studies [66,67], with a pathology slide viewer (Aperio ImageScope, Leica, Amsterdam, The Netherlands). Briefly, a total of four cross-sections (at 50 µm intervals) was analyzed for each animal, determining total lesion area per cross-section as well as lesion severity (according to an adapted scoring system of the American Heart Association [68,69]) Using this system, atherosclerotic lesions were classified into five types: 1: early fatty streak (lesion with up to 10 foam cells in the intima without any other change); 2: regular fatty streak (lesion with 10 or more foam cells in the intima without any other change); 3: mild plaque (foams cells in the intima and fibrotic cap present); 4: moderate plaque (infiltration of the lesion in the media, elastic fibers still intact); 5: severe plaque (severe disruption of the media with disrupted elastic fibers, presence of cholesterol crystals, calcium deposits and probable presence of necrotic core).

#### 4.4.2. MAC Immunostaining

Cross-sections of the liver (sinister lobe) and aorta roots were deparaffinized in xylene and rehydrated with alcohol gradients and demineralized water. Endogenous peroxidase was blocked with 30% hydrogen peroxide in methanol during 15 min and slides were subsequently washed in ethanol and demineralized water. Heat-induced epitope retrieval was performed with citrate buffer (pH 6) using a Dako PT-link device (65 °C, 97 °C, 65 °C, Dako, Glostrup, Denmark) over 10 min. After washing with 0.05% Tween 20 (Sigma-Aldrich) in PBS, the sections were blocked with 5% normal goat serum over 45 min at room temperature. The sections were incubated with rabbit anti-mouse C5b-9 antibody (ab55811, 1:1000 in PBS with 1% normal goat serum, Abcam, Cambridge, UK) overnight at 4 °C and washed three times with 0.05% Tween 20 in PBS. A secondary horseradish peroxidase-preabsorbed goat anti-rabbit antibody (ab97080, 1:800 in PBS with 1% normal goat serum and 0.05% Tween 20, Cambridge, UK) was incubated for 1 h at room temperature. The sections were washed again three times with 0.05% Tween 20 in PBS and incubated with diaminobenzidine (DAB substrate kit SK-4100 Vector Laboratories Inc., Burlingame, CA, USA) for 3 min. The sections were washed in tap water and demineralized water before being counterstained with hematoxylin. The sections were then rinsed for 10 min in tap water and dehydrated with successively demineralized water, alcohol gradients and xylene. Finally, the slides were digitalized using the Aperio digital slide scanner (Aperio AT2, Leica). An automated quantification of the immuno-positive area was performed in five non-overlapping fields for the liver cross-sections and in the atherosclerotic lesions for the cross-sections of the aortic roots using ImageJ (v2.1.0/1.53c; Java 1.8.0_172 [64-bit]).

### 4.5. Liver Gene Expression and Pathway Analysis

Ribonucleic acid (RNA) was extracted from 25–40 mg snap-frozen liver (sinister lobe, Chow n = 6, HFD+vehicle n = 12, HFD+BB5.1 n = 12) as previously described [70]. RNA integrity and concentration were examined for each sample using the RNA 6000 Nano LabChip kit and a bioanalyzer 2100 (both Agilent Technologies, Amstelveen, The Netherlands). Next Generation Sequencing was performed at Genome Scan (Leiden, The Netherlands). For this, strand-specific cDNA libraries were generated from RNA using oligo-dT magnetic beads, mRNA fragmentation, NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England BioLabs, Ipswich, MA, USA), NEB #E7420S/L resulting in 300–500 bp amplified libraries/sample. Libraries were multiplexed, clustered and sequenced on a NovaSeq6000 system for Illumina, (New England Biolabs, Inc., Ipswich, MA, USA), with a paired-end, 150 bp sequencing protocol, 20 million reads per sample and indexing. 

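Transcripts of mitochondrial DNA made up 4.64 ± 0.770% of the gene counts (SD, n = 6) in Chow, 4.48 ± 0.458% (SD, n = 11) in HFD+vehicle and 4.97 ± 0.639% (SD, n = 12) in HFD+BB5.1 livers. The 50 most counted genes took 32.4 ± 0.431% of the counts in Chow, 31.3 ± 0.932% in HFD+vehicle and 31.5 ± 0.861% in HFD+BB5.1 livers. Between 15356 and 20214 genes had at least 1 count in a liver. The median total was 23350325 counts in Chow, 24418023 in HFD+vehicle and 25257680 in HFD+BB5.1 libraries, counting only read pairs given to 1 gene. Pairs that matched no gene, several genes or several places were 12.2% to 14.4% of the total in HTSeq's summary.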

RNA counts were preprocessed and checked for integrity and quality as described [62]. Based on this quality control, one sample from the HFD+vehicle group was excluded from further analysis as a technical outlier. Differentially expressed genes were determined using the Deseq2-pipeline [71] using a statistical cut-off of *p* < 0.01 for the comparisons HFD+vehicle vs. Chow and HFD+BB5.1 vs. HFD+vehicle. These DEG were used as input for canonical pathway analysis using the Ingenuity Pathway Analysis suite (IPA; www.ingenuity.com, accessed on 25 August 2021) as detailed elsewhere [62,72,73].

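In DESeq2's Wald test, Apoa4 and Ces2a had log2 fold changes of 3.99 and -2.38 between HFD+vehicle and Chow (adjusted p = 4.28e-52 and 9.07e-33). The complex I genes Ndufa12 and Ndufab1 had log2 fold changes of 0.28 and 0.22 between HFD+BB5.1 and HFD+vehicle, with an adjusted p of 0.850 for both. At an unadjusted p under 0.01, DESeq2 called 5059 genes for HFD+vehicle against Chow and 165 for HFD+BB5.1 against HFD+vehicle, with the same filter on low counts as in edgeR, which called 4719 in the first comparison. At an adjusted p under 0.05, DESeq2 with this filter called 5642 genes in the first comparison. With every gene of at least 1 count kept, a setting chosen after the data were seen, DESeq2 called 5244 and 205 genes at an unadjusted p under 0.01.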

### 4.6. Relationship between Cholesterol Exposure and Atherosclerotic Lesion Size

The relationship between cholesterol exposure and atherosclerotic lesion size in Ldlr-/-.Leiden mice was investigated using control groups from previously published data [32,67,74] and historical in-house data (unpublished). Cholesterol exposure (mM/week) was calculated as the plasma cholesterol concentration (mM) multiplied by the time during which the animals were exposed to this cholesterol concentration (weeks). The total atherosclerotic lesion area was determined as described above.

### 4.7. Statistical Analysis

All data are shown as means ± standard error of the mean (SEM). Statistical differences were determined between Chow and HFD+vehicle and between HFD+vehicle vs. HFD+BB5.1 groups using SPSS software (version 25, IBM, Armonk, NY, USA). For normally-distributed and homoscedastic or non-homoscedastic variables an analysis of variances (ANOVA) followed by a least significant difference (LSD) or a Dunnett T3 post-hoc test were performed, respectively, while for data that was not normally distributed a non-parametric Kruskal–Wallis test in addition to Dunn–Bonferroni multiple comparisons were chosen. Finally, for the atherosclerosis analyses in which only HFD+vehicle and HFD+BB5.1 were compared, a t-test for normally-distributed variables and a Mann–Whitney U test for not normally-distributed data were executed. Two-tailed *p*-value (P) were used and *p* ≤ 0.05 was considered significant.

## Figures and Tables

**Figure 1:**
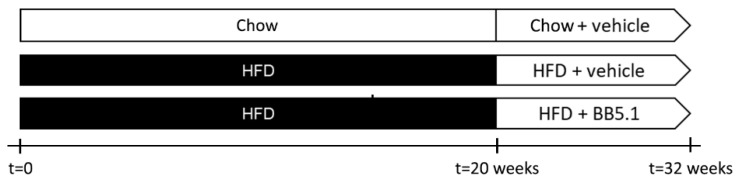
Experimental design. All mice were fed a standard chow diet until the start of the study. At the start of the study (t = 0 weeks), one group (Chow, n = 8) remained on the standardized chow diet as a healthy reference and the other two groups (HFD+vehicle, n = 17 and HFD+BB5.1, n = 17) were fed a well-established obesity-inducing energy-dense HFD. Twice a week, from t = 20 weeks until the end of the study (t = 32 weeks), Chow and HFD+vehicle animals received 200-μL intraperitoneal injections of PBS, while HFD+BB5.1 received 200-μL intraperitoneal injections of BB5.1 anti-C5 antibody (1 mg/mouse in PBS).

**Figure 2:**
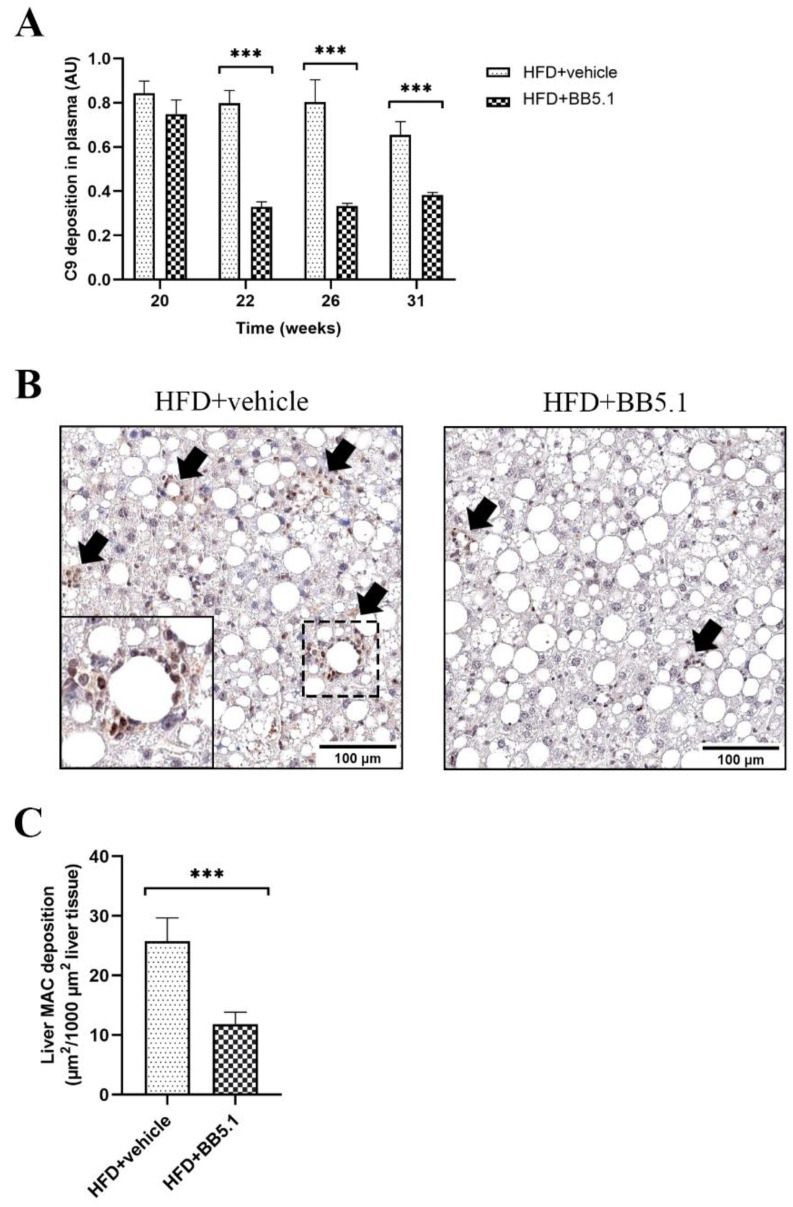
Anti-C5 treatment reduces plasma complement activity and in situ complement activation in liver. (**A**) Anti-C5 treatment reduced Ig-M stimulated C9 deposition in plasma. (**B**) Representative pictures of MAC immunostaining from HFD+vehicle and HFD+BB5.1 livers, respectively. Positive staining is indicated by arrows. (**C**) Anti-C5 treatment reduced liver MAC deposition. Data are mean ± SEM. *** *p* ≤ 0.001 HFD+vehicle vs. HFD+BB5.1.

**Figure 3:**
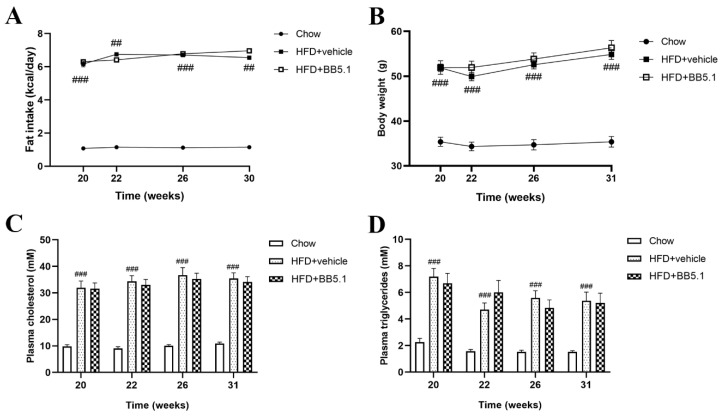
Anti-C5 treatment does not affect HFD-induced obesity and its metabolic risk factors. (**A**) Fat intake, (**B**) body weight, (**C**) plasma total cholesterol and (**D**) triglyceride concentrations are increased by HFD feeding and not altered by the anti-C5 treatment. Data are mean ± SEM. ## *p* ≤ 0.01, ### *p* ≤ 0.001 Chow vs. HFD+vehicle.

**Figure 4:**
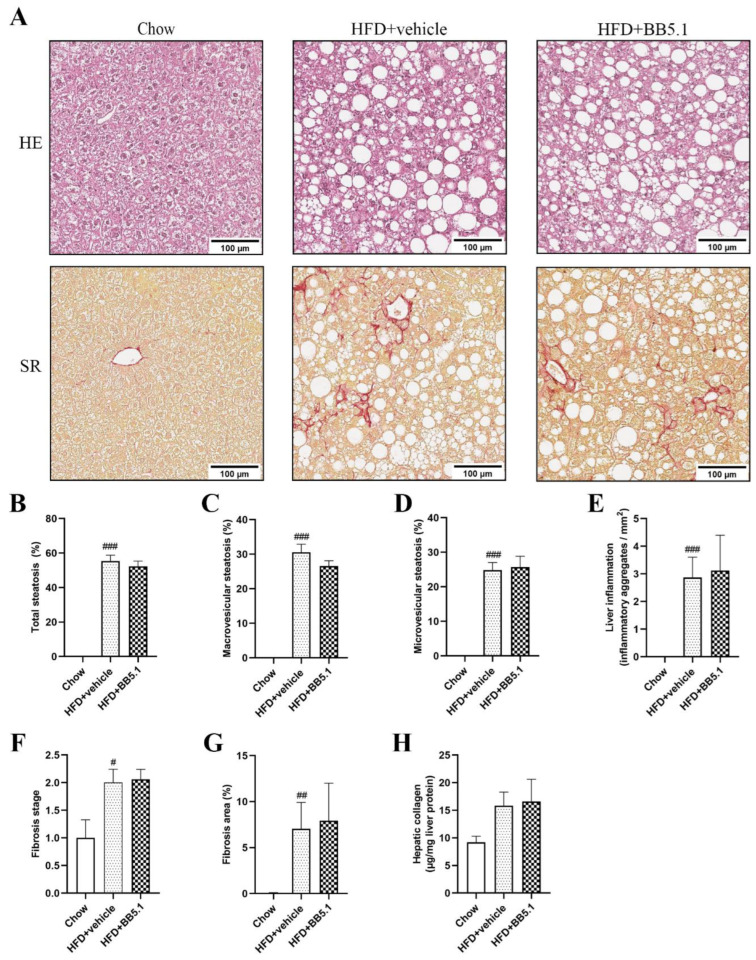
Anti-C5 treatment does not affect NAFLD/NASH and liver fibrosis. (**A**) Representative pictures of livers stained with Hematoxylin-Eosin (HE) and Sirius Red (SR) from Chow, HFD+vehicle and HFD+BB5.1 animals, respectively. (**B**) Liver steatosis, including (**C**) macrovesicular and (**D**) microvesicular steatosis, and (**E**) inflammation are induced by HFD feeding and not affected by the anti-C5 treatment. Fibrosis (**F**) stage and (**G**) area are also increased by HFD feeding but not altered by the anti-C5 treatment. (**H**) Hepatic collagen was not affected by anti-C5 treatment. Data are mean ± SEM. # *p* ≤ 0.05, ## *p* ≤ 0.01, ### *p* ≤ 0.001 Chow vs. HFD+vehicle.

**Figure 5:**
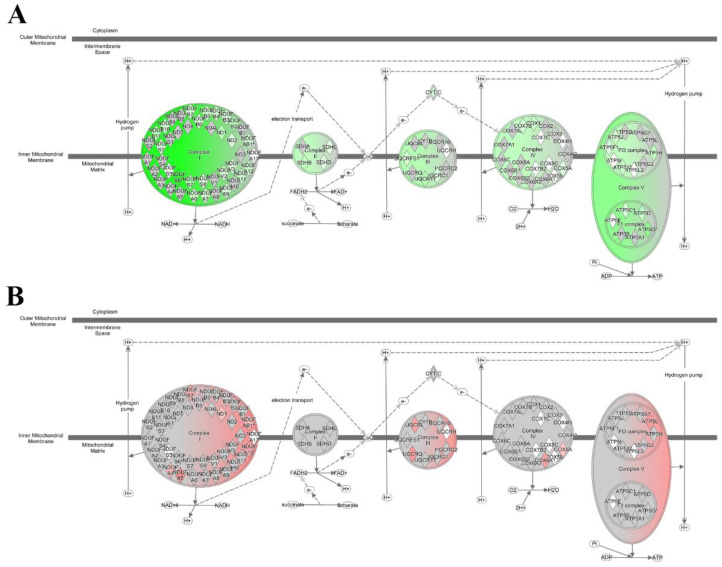
Anti-C5 treatment improves oxidative phosphorylation canonical pathway. (**A**) HFD feeding downregulates many genes involved in oxidative phosphorylation pathway, comparison: HFD+vehicle vs. Chow while (**B**) anti-C5 treatment upregulates a subset of oxidative phosphorylation genes, comparison: HFD+vehicle vs. HFD+BB5.1. Green: gene downregulation, red: gene upregulation.

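Sdhb, the iron-sulfur subunit of complex II, fell from 245 ± 29.6 CPM (SD, n = 6) in Chow to 181 ± 24.9 CPM (SD, n = 11) in HFD+vehicle livers, and was at 198 ± 26.0 CPM (SD, n = 12) in HFD+BB5.1 livers. Complex II has 4 genes, of which Sdhb, Sdhc and Sdhd were lower with HFD (the same 3 adjusted over the list alone) and Sdha was at a log2 fold change of 0.024, which was negative without Chow mouse 4 (-0.012), Chow mouse 8 (-0.059) or HFD+vehicle mouse 9 (-0.00011). Sdhd did not pass without Chow mouse 2 (adjusted p = 0.0649), 5 (0.0864) or 8 (0.0506) or HFD+vehicle mouse 13 (0.0506). With BB5.1, 0 of the 4 passed in edgeR, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05 (median 0.069). In complex III, 6 of 10 genes were lower with HFD and 0 higher (8 lower adjusted over the list alone, median -0.28), among them Uqcr11 and cytochrome c1 (Cyc1) at log2 fold changes of -0.52 and -0.29. Uqcrq, a small subunit of complex III, had a log2 fold change of 0.33 with BB5.1 (unadjusted p = 0.0046), and 2 complex III genes, Uqcrb and Uqcrq, were higher adjusted over the list alone. In complex IV, 3 of 12 genes were lower with HFD (3 adjusted over the list alone, median -0.22), and Cox7b, 1 of them, did not pass without Chow mouse 2 (adjusted p = 0.0670) or 4 (0.0751). Cox6a1 and Ndufa4, subunits of complex IV, had log2 fold changes of 0.30 and 0.25 with BB5.1, and 4 genes of this complex were higher adjusted over the list alone (median 0.21, or 0.12 with offsets for GC content and exonic length). Of 11 tested genes of mitochondrial DNA, mt-Nd1, mt-Co1 and mt-Nd2 were lower with HFD (3 adjusted over the list alone), at log2 fold changes of -0.48, -0.38 and -0.26. For mt-Nd2 the call ended without Chow mouse 3 (adjusted p = 0.0579) or 5 (0.0599). With BB5.1, mt-Nd1 had a log2 fold change of 0.19 and 0 of the 11 passed in edgeR, also when adjusted over the list alone, while 3 had an unadjusted p under 0.05. With library size alone, Sdhc, Sdhd, Cyc1, Cox7b, Cox5a, mt-Co1 and mt-Nd2 did not pass with HFD (adjusted p from 0.107 to 0.854). With offsets for GC content and exonic length, Sdhd, Cyc1, Cox7b, Cox5a, mt-Nd1 and mt-Co1 did not pass (adjusted p from 0.0658 to 0.835), mt-Nd2 had a log2 fold change of 0.068, and the medians of complex IV and of the genes of mitochondrial DNA were 0.0056 and 0.16. With HFD and library size alone, the medians were -0.15 for complex I, -0.025 for II, -0.094 for III, -0.035 for IV, -0.093 for V and -0.054 for the genes of mitochondrial DNA, and with the offsets they were -0.16 for complex I, -0.11 for II, -0.11 for III and -0.18 for V. With TMM scaling, complex I nuclear genes had a median of -0.34 with HFD and 0.14 with BB5.1, and complex V genes had -0.28 and 0.15, with 5 complex I and 3 complex V genes higher adjusted over the list alone with BB5.1. Camera with the preset correlation gave adjusted p of 2.62e-06 and 1.39e-14 for complex I, 0.00292 and 4.94e-08 for complex V, 0.124 and 0.337 for complex II, 0.0125 and 9.84e-05 for complex III, 0.0520 and 4.94e-08 for complex IV and 0.146 and 0.00270 for the genes of mitochondrial DNA, with HFD and with BB5.1, and no complex passed with an estimated correlation (adjusted p from 0.357 to 0.872).

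**Figure D3:**
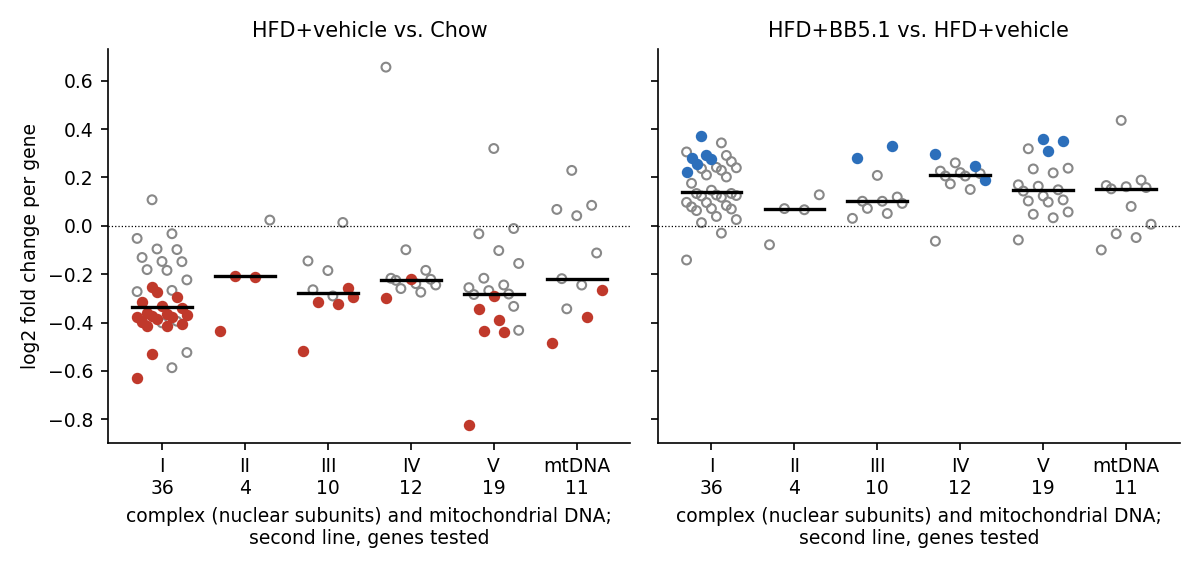
Log2 fold change of each tested subunit gene (vertical axis) by complex of the respiratory chain (horizontal axis), HFD+vehicle against Chow in one panel and HFD+BB5.1 against HFD+vehicle in the other, with a filled point at an unadjusted p under 0.01 and a bar at the median. The complex I medians are -0.34 and 0.14.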

**Figure 6:**
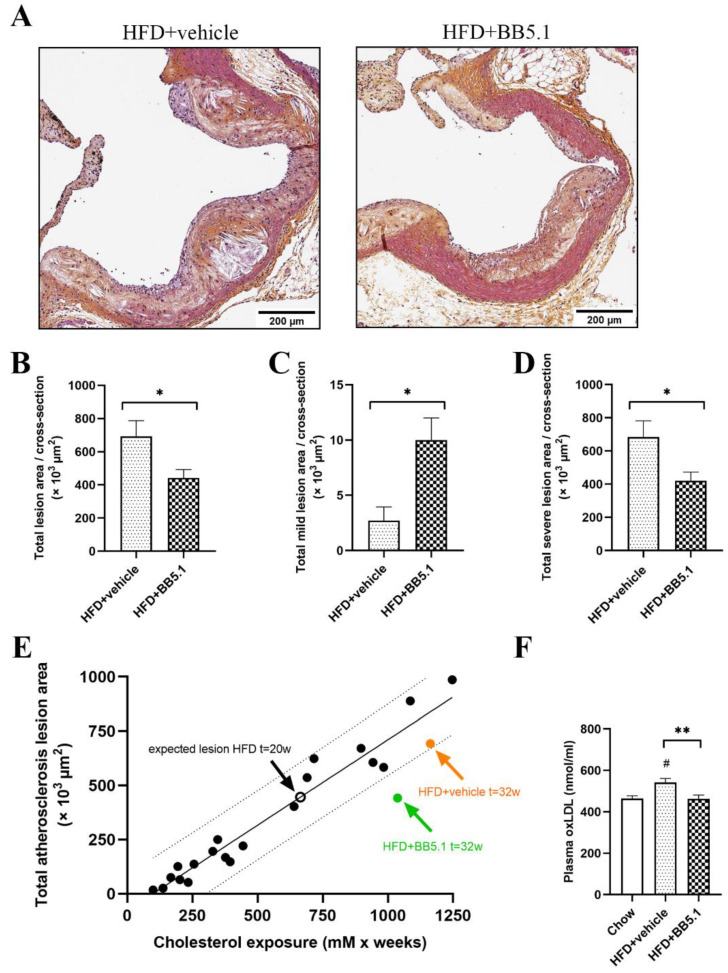
Anti-C5 treatment reduces atherosclerotic lesion size and severity. (**A**) Representative pictures of atherosclerotic plaque from HFD+vehicle and HFD+BB5.1 aortas, respectively. (**B**) Anti-C5 treatment reduces the total lesion area, (**C**) increased the area containing mild lesions and (**D**) decreased the lesion area containing severe lesions. (**E**) Linear relationship between cholesterol exposure and total lesion area in Ldlr-/-.Leiden mice based on control group data from historical studies, dashed lines indicate the 95% prediction band. (**F**) Plasma oxLDL is increased by HFD feeding and was reduced by anti-C5 treatment back to Chow level. Data are mean ± SEM. # *p* ≤ 0.05 Chow vs. HFD+vehicle. * *p* ≤ 0.05, ** *p* ≤ 0.01 HFD+vehicle vs. HFD+BB5.1.

**Figure 7:**
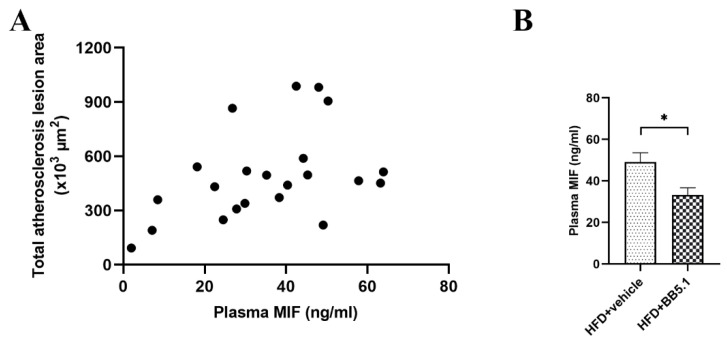
The levels of circulating MIF correlate with the size of atherosclerosis lesion and are reduced with anti-C5 treatment. (**A**) Spearman correlation between MIF concentration in plasma and the size of atherosclerosis plaque (*p* = 0.033, ρ = 0.47). (**B**) Anti-C5 treatment reduced plasma MIF. Data are mean ± SEM. * *p* ≤ 0.05 HFD+vehicle vs. HFD+BB5.1.

## Data Availability

The transcriptomics dataset generated for this study can be found in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/gds), under accession number: GSE195614.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231810736/s1.

How the deposited data were processed for this re-analysis (not part of the article)

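Liver RNA of 29 mice was analysed: 6 Chow, 11 HFD+vehicle and 12 HFD+BB5.1. The authors made the count values before they deposited them: reads were trimmed with Trimmomatic (version not given), aligned to GRCm38 with STAR 2.5 and counted per gene with HTSeq 0.6.1p1. The values are raw counts of read pairs, without normalization, and 0 values differed between the table of the series and the tables of single samples. The strand setting of the counting is not stated. Of 54446 gene IDs, 54409 were matched to GENCODE M21, which gave positions, exonic length and, from the longest transcript of each gene, GC content. Symbols came from a separate list of gene names. The summary lines of HTSeq (reads without a gene or with several) were 12.2% to 14.4% of the total and stayed out of library sizes and tests. Reads that fit several places are not counted, so close paralogs and pseudogenes may lose reads.

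Genes were filtered with filterByExpr (15352 kept), scaled by TMM and tested with the robust quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with all 3 groups in 1 fit. The comparisons were HFD+vehicle against Chow, HFD+BB5.1 against HFD+vehicle and, for the oxidative phosphorylation genes, HFD+BB5.1 against Chow. P-values were adjusted by Benjamini-Hochberg over all tested genes, and counts adjusted over the list alone use the members of the list only. Levels are CPM with TMM-scaled library sizes. Of 50 lists of genes, 49 had at least 3 tested members, and the list of pancreas genes, with fewer, was left out. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one, with fry and with Fisher's exact test on members at an unadjusted p under 0.01. The activation z counts as past its threshold at a size of at least 2. It counts directions of change in a list written by hand and is not the score of the pathway software that the paper used, whose gene lists were not available here.

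The score of each liver is the mean of log2 CPM (prior count 2) of the 92 genes, centred per gene. It was compared by exact permutation of 6 against 11 mice and by 100000 resamples of 11 against 12 mice. For the comparison with other genes, 10000 lists were drawn with, for each nuclear subunit, a gene among the 30 nearest in length, GC content and level. Short transcripts are those under 1200 bases at a log2 CPM of at least 2, and 2155 lie outside the list.

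The genes named in the text are those of the proteins the paper names, the 12 largest increases and 12 largest decreases in each comparison among genes that passed (where too few passed, the smallest unadjusted p), up to 4 members of each list with the smallest unadjusted p, and every oxidative phosphorylation gene at an unadjusted p under 0.01 with BB5.1.

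Depth was 18018074 to 32308208 counts per library. On simulated data with the depths and group sizes of the study, edgeR called 48.2% of genes changed 1.5-fold and 68.3% of genes changed 2-fold in the design of HFD+vehicle against Chow, and 60.5% and 74.7% in that of HFD+BB5.1 against HFD+vehicle. For changes of 1.25-fold it called 4.04% and 22.1%.

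The alternatives were RLE, upper quartile and library size scaling, no filter beyond 1 count, a filter of 1 CPM in 6 samples, DESeq2 1.42.0, limma-voom with sample weights, 1 or 2 surrogate variables from sva 3.50.0, offsets for GC content and exonic length, only the 2 groups compared, other list members, stricter thresholds and leaving out each library in turn. Those added after the data were seen were offsets with the length of coding transcripts, DESeq2 on every gene with a count, the fit without the 4 libraries with fewer than 16000 genes detected, and the score adjusted for short transcripts. The GC and length offsets were at first not centred per library, and this error was corrected after their values had been seen. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.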

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

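Chosen after the result was seen were the tests on short transcripts, on the 4 libraries with fewer than 16000 genes detected and on the share of hepatocytes.

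With HFD, the 92 oxidative phosphorylation genes had a median log2 fold change of -0.27, and their z of -6.16 was larger in size than in the other 99 of 100 splits of the mice, where the highest was 5.48. Hepatocyte genes had a median of -0.43 and macrophage genes 1.67, but endothelial genes had 0.12, and a lower share of hepatocytes alone would raise the genes of other cell types alike. The 18 TCA cycle genes had 0.044, above the subunits by 0.31 (SE 0.059), and the difference was 0.27 (SE 0.050) with fatty acid oxidation genes added, which went both ways. These SE come from resampling genes, not mice. HFD may also change these enzymes within hepatocytes, as Cpt1a rose, so a lower share of hepatocytes as a part of the result stays open. Whether a fall of short transcripts accounts for a part of the result was not settled, as values went both ways. The mean of 2155 short transcripts outside the list, without ribosomal protein genes, was not lower with HFD. It was -0.020 in Chow and -0.011 in HFD+vehicle livers. Adjusted for it within groups, the score differed by -0.27 in place of -0.24. Other values went with such a fall. The matched lists also had a negative median (-0.12), as had cytoplasmic ribosomal protein genes (-0.29). With offsets for GC content and exonic or coding length the median of the list was -0.11 or -0.14. Against it as the whole cause, 0% of 10000 matched lists were as low as the nuclear subunits (-0.27). With the offsets the list also passed in camera with the preset correlation (adjusted p = 0.00282 and 0.000273). Both tests treat genes as nearly independent, whereas subunit genes move together, and without offsets the list did not pass in camera with an estimated correlation (adjusted p = 0.405). With library size alone, which moved all genes up, the list had a median of -0.083 and still passed in camera with the preset correlation (adjusted p = 1.42e-05).

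With BB5.1, the same genes had a median of 0.15 and a z of 3.74, against 3.16 in the highest of the other splits. The nuclear subunits (0.15) were above 100% of 10000 matched lists, whose medians lay between -0.0026 and 0.058 in 95% of cases. These lists draw each gene independently, whereas subunit genes move together, so this range is not a spread over mice. The list of 92 genes did not pass in camera with an estimated correlation or in fry. The z was 3.00 without the 4 libraries with the fewest detected genes. A difference between libraries that also moves short transcripts within groups stays open: adjusting the score for it left 0.039 (permutation p = 0.198) of 0.15. Within groups the score followed the mean of the short transcripts with Pearson r of 0.95, 0.82 and 0.86 (permutation p = 0.00694, 0.00360 and 0.00031, adjusted 0.00694, 0.00540 and 0.00093; exact for Chow) and Spearman rho of 0.89, 0.64 and 0.90 (permutation p = 0.0333, 0.0407 and 0.00017, adjusted 0.0407, 0.0407 and 0.00051) in Chow, HFD+vehicle and HFD+BB5.1, and r was 0.94, 0.32 and 0.72 without the 2 farthest mice. RNA quality, library preparation or the state of the cells could each give this, and an effect of BB5.1 is not told from them by these data.

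Across the oxidative phosphorylation genes, the fold changes of both comparisons ran in opposite directions, with 7 genes lower with HFD and higher with BB5.1, where no other split of the mice gave more than 3. With the HFD+vehicle mice split at random into a part of 5 or 6 for each comparison, the median of the list was negative with HFD (-0.34 to -0.16) and positive with BB5.1 (0.074 to 0.23) in all 50 splits, which reuse the same 11 mice. The opposite direction of the list as a whole was thus also seen with no library shared. Gene by gene, with that shift set aside, the median covariance was -0.00023 (negative in 29 of 50 splits) and the median Spearman rho -0.19 (negative in 47). Whether genes that are lower with HFD by more are higher with BB5.1 by more cannot be told apart from the effect of the shared libraries, as each part holds few mice.

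Among 165 values tested in the Chow group, 17 had a mouse far from the other 5, where about 1 in 20 is expected by chance. In mouse 8 these were Akap10 (23.5 CPM), H2-D1 (560 CPM), Idh3b (161 CPM), Ldlr (325 CPM), Prkn (64.4 CPM) and Tat (1180 CPM). In mouse 5 they were Cpt1a (368 CPM), Rpsa (358 CPM), Sprr1a (0.0429 CPM) and Vnn1 (91.8 CPM). In mouse 2 they were Meg3 (74.4 CPM), Rian (22.4 CPM) and Mrpl15 (70.5 CPM), in mouse 3 Icam1 (25.6 CPM) and Ugt2b38 (58.0 CPM), in mouse 4 Cyp26a1 (287 CPM) and in mouse 1 Tradd (21.8 CPM).

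Of 33 lists outside the pathways that the paper names for liver gene expression, 11 had at least as many genes past the test in the same direction as other genes between HFD+vehicle and Chow. Their median log2 fold changes were -0.94 for cholesterol synthesis, -0.47 for bile acid synthesis and transport, -0.53 for xenobiotic cytochrome P450, 0.33 for glucose metabolism, -1.69 for male-biased liver genes, -0.43 for hepatocytes, -0.54 for periportal hepatocyte genes, 1.26 for interferon-stimulated genes, 0.99 for antigen presentation, 1.77 for cell cycle and -0.29 for cytoplasmic ribosomal proteins. With an estimated correlation their adjusted p ranged from 0.0655 to 0.422.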

How the results depend on the processing

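Chosen after the data were seen were DESeq2 without a filter, coding transcript length offsets and the settings without the 4 libraries and with the adjusted score. Of 383 values of comparisons under other settings, 329 were unchanged, as were 627 of 667 with 1 library left out. For named genes these were 2258 of 2308 and 4754 of 4779. Unchanged means the same direction and side of the threshold for lists, scores, z and named genes. For counts it means within 1.5 times, and for correlations within the error from leaving out each library. The cause was not tested where it does not follow from a stricter threshold, fewer genes or fewer mice.

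With HFD, 3424 genes had an adjusted p under 0.01 and 2968 were also changed at least 1.5-fold. The oxidative phosphorylation list (-0.27) did not pass with an estimated correlation (adjusted p = 0.405), nor did the fibrosis list (1.10, adjusted p = 0.165) or the genes of mitochondrial DNA alone (-0.22, z -1.73). With library size only, the z was -1.13, and mitochondrial dysfunction and sirtuin genes had medians of 0.091 and 0.12. The steatosis lists passed in fry (0.11), with library size only (0.29), without a filter (0.15), in voom (0.17), with 1 or 2 surrogate variables (0.12, 0.14), in DESeq2 without a filter (0.15) and without the 4 libraries (0.13), but had an adjusted p of 0.612 with an estimated correlation.

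With BB5.1, the oxidative phosphorylation list (0.15) and the fibrosis list (-0.17) did not pass with an estimated correlation or in fry. Among genes of mitochondrial DNA, and at an adjusted p under 0.05, no gene met the threshold, so z was set to 0 and shows no balance of directions. Genes at an unadjusted p under 0.01 were 737 without a filter, 246 in voom and 205 in DESeq2 without a filter. Medians near 0 changed sign: sirtuin genes with RLE (-0.0016), 1 CPM (-0.0015), DESeq2 (-0.0013; -0.0013 without a filter), 1 or 2 surrogate variables (-2.9e-05, -0.00010) and 2 groups (-0.00097); steatosis in voom (-0.034); inflammation in voom (0.0091) and with 2 surrogate variables (0.00013); mitochondrial dysfunction with exonic or coding length offsets (0.011, 0.0069) and without the 4 libraries (0.011).

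The reversal count was 4 with upper quartile factors, 1 or 2 surrogate variables or coding length offsets, and 1 with library size only. It was 3 with exonic length offsets or without the 4 libraries. With a separate part of the HFD+vehicle mice for each comparison it was 0. For genes of mitochondrial DNA, and at an adjusted p under 0.05 in both comparisons, it could only be 0, as no gene met the threshold with BB5.1. The correlation across oxidative phosphorylation genes (-0.23) was -0.66 without a filter and -0.47 in DESeq2 without a filter, where the shared HFD+vehicle mice alone gave a median of -0.31 (-0.56 to 0.14) in simulations of the filtered genes in which BB5.1 changed no gene. The score of the genes of mitochondrial DNA differed by -0.15 and 0.13, and the adjusted score by 0.039 with BB5.1. For single genes with HFD, C9 had 0.068 with library size only, Mif 0.11 and 0.012 with exonic and coding length offsets and mt-Nd2 0.068 with exonic length offsets.

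With 1 library left out, the values with HFD were 4591 to 5530 genes, 4164 to 4850 at an unadjusted p under 0.01, -0.31 to -0.22 for oxidative phosphorylation, -0.12 to -0.077 for mitochondrial dysfunction, -0.080 to -0.041 for sirtuin genes, 0.035 to 0.14 for steatosis, 1.03 to 1.18 for inflammation, 1.01 to 1.22 for fibrosis, -6.78 to -4.80 for z and 25 to 30 lists. With BB5.1 they were 0 genes in edgeR, 81 to 188 at an unadjusted p under 0.01, 0.12 to 0.17 for oxidative phosphorylation, -0.015 to 0.017 for mitochondrial dysfunction, -0.010 to 0.029 for sirtuin genes, 0.0011 to 0.034 for steatosis, -0.056 to -8.8e-06 for inflammation, -0.24 to -0.067 for fibrosis, 2.24 to 4.47 for z and 12 to 20 lists. The reversal count was 2 to 12 and the correlations -0.28 to -0.11 (all genes) and -0.31 to -0.11 (oxidative phosphorylation). C9 ranged from -0.19 to 0.022, C6 from -0.33 to 0.052 and Sdha from -0.059 to 0.091 with HFD.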

Differences from the paper's values

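The values that the paper states and that were also computed here, the activation z of oxidative phosphorylation in both comparisons and the depth, were set against the error of z from leaving out each library, and the depth against a limit of 1.5 times, and none was past these. The z was -6.16 where the paper gives -6.4, and 3.74 where it gives 3.3, but it was computed with another gene list and formula than the paper's pathway software. The errors were 1.87 and 3.13, and the second is nearly as large as z itself, so most positive values would have met it. Among the settings chosen before the data were examined, z with HFD differed with library size only (-1.13) and with GC content and exonic length offsets (-4.15). For the 11 genes of mitochondrial DNA alone it was -1.73. The size of z is at most the square root of the number of genes counted, so these few genes cannot come near -6.4. With BB5.1, no gene of mitochondrial DNA had an unadjusted p under 0.01, and no member had an adjusted p under 0.05. There z was set to 0 for want of genes. These settings say nothing about the paper's values.

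The paper states that mitochondrial dysfunction and sirtuin signaling were among the pathways changed by anti-C5 treatment. Here the genes of mitochondrial dysfunction outside the respiratory chain and the sirtuin genes did not pass with BB5.1 in camera (adjusted p = 0.469 for both), and no setting that was run called them. These lists leave out the respiratory chain subunits, which form a separate list that passed with the preset correlation (median 0.15), but not with an estimated correlation (adjusted p = 0.357) or in fry (0.285). The paper's own lists were not available here.

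The paper states that the treatment affected few pathways and none of those for steatosis, inflammation and fibrosis. Here 16 of 49 lists passed with BB5.1 with the preset correlation, among them the fibrosis list (median -0.17, adjusted p = 7.62e-06), while 0 passed in camera with an estimated correlation (4 at an unadjusted p under 0.05) or in fry (4) and 4 passed in Fisher's exact test. The steatosis lists joined (camera, adjusted p = 0.416) and the inflammation lists joined (0.142) did not pass. Among the inflammation lists, chemokines and adhesion molecules passed on their own with the preset correlation (median -0.09), but not with an estimated correlation.

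Fig. 5B shades complexes I, III and V for genes changed by BB5.1 and leaves complex IV mostly grey, read by eye. Here 3 complex IV genes, Cox5a, Cox6a1 and Ndufa4, had an unadjusted p under 0.01 with log2 fold changes of 0.19, 0.30 and 0.25, beside 6 genes of complex I, 2 of complex III and 3 of complex V. The text describes Fig. 5A as the comparison of both HFD groups, and its legend as HFD+vehicle against Chow.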

Other observations

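The test of the count of 0 genes with BB5.1 against other splits was chosen after the result was seen. C1qa, C1qb and C1qc, the chains of complement C1q, rose with HFD by log2 fold changes of 1.37, 1.67 and 1.66, with all 11 HFD+vehicle mice above every Chow mouse for C1qa and C1qb (adjusted p = 4.31e-06, 7.83e-08 and 1.01e-07 from edgeR). Of the terminal complement genes, C8b and C8g fell by 1.51 and 0.65 on the log2 scale, while C9 and C6 had log2 fold changes of -0.11 (0.022 without Chow mouse 2 and 0.068 with library size alone) and -0.19 (0.052 without Chow mouse 3) that did not pass. C3 had -0.27, or -0.17 without Chow mouse 3, and passed in limma-voom (adjusted p = 0.0362) and without HFD+vehicle mouse 13 (0.0385). The early components, terminal components and regulators of complement did not pass as lists with HFD (adjusted p = 0.124, 0.111 and 0.963) or with BB5.1 (0.852, 0.144 and 0.421). Among adhesion molecules, Icam1 rose by 1.15 and Sele by 2.54 on the log2 scale (adjusted p = 5.61e-06 and 0.0241), but Sele, at 0.330 CPM or less on average, did not pass without Chow mouse 1, 4 or 8 (adjusted p = 0.0525, 0.0553 and 0.0564). Selp had 0.80 (adjusted p = 0.0603) and passed in DESeq2 (0.0361, and 0.0386 without a filter), with library size alone (0.0224), without the 4 libraries with the fewest detected genes (0.00947) and without Chow mouse 1 (0.0333), HFD+vehicle mouse 22 or 25 (0.0256 and 0.0368) or HFD+BB5.1 mouse 39 (0.0393). Ldlr had -0.22 (adjusted p = 0.145) and passed without Chow mouse 8 (-0.35, adjusted p = 0.00450). Ldlr is the gene targeted in this strain, and it was counted at 615 ± 147 CPM (SD, n = 6) in Chow, 529 ± 46.2 CPM (SD, n = 11) in HFD+vehicle and 506 ± 70.8 CPM (SD, n = 12) in HFD+BB5.1 livers. Counts per gene do not show whether the targeted part is transcribed, so they do not check the genotype. Mif and Ccl2 had -0.25 (0.11 and 0.012 with offsets for GC content and exonic or coding length) and 0.77 and did not pass, and Ccl2 had 1.22 without Chow mouse 3. With BB5.1, Mif had 0.18 and C3 -0.31 (-0.16 without HFD+vehicle mouse 13), and neither passed.

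Ccnd1 and Top2a, which act in cell division, rose with HFD by 2.15 and 2.57 on the log2 scale, and 25 of 33 cell cycle genes were higher. Of 24 hepatocyte genes, 14 were lower and 0 higher (15 lower adjusted over the list alone), among them Tat and Ass1 at log2 fold changes of -1.33 and -0.99, and Asl of the periportal genes fell by 1.16. H2-D1 and H2-DMa of antigen presentation rose by 0.47 and 1.57. Rpsa fell by 0.51, and 40 of 73 cytoplasmic ribosomal protein genes were lower and 0 higher. Mup3 fell by 1.30 among male-biased genes. T and NK cell genes passed in camera (median 1.48, adjusted p = 7.00e-05, and 0.168 with an estimated correlation), as did the proteasome (-0.19, or -0.012 with library size alone, 0.00382 and 0.525) and pericentral genes (-0.28, or -0.095 with library size alone, 0.0297 and 0.552).

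The lists that did not pass in camera with HFD included female-biased genes (median 0.84, adjusted p = 0.156) and B and plasma cells (5 higher genes and 1 lower gene of 18, 0.144). Among them were also neutrophils (0.94, 0.0999), endothelial cells (0.12, 0.189), cholangiocytes (0.52, 0.0524) and acute phase (0.48, 0.117). So were unfolded protein response (-0.025, or 0.010 with upper quartile factors and 0.16 with library size alone, 0.754) and oxidative stress (0.19, 0.329). Immediate early and heat shock genes (0.21, 0.0721) and circadian clock (0.042, or -0.0053 and -0.027 with exonic and coding length offsets, 0.441) did not pass. Neither did erythroid (-0.47, 0.430), adipose and mesothelium (0.76, 0.284) or sirtuin genes (-0.07, or 0.12 with library size alone, with a mean of 0.0045, 0.430).

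With BB5.1, B and plasma cell genes (median -0.58, adjusted p = 2.26e-05, and 0.605 with an estimated correlation), cholesterol synthesis (-0.26, 4.05e-07 and 0.695), T and NK cells (-0.26, 0.0369 and 0.695), neutrophils (0.38, 0.0223 and 0.695), cholangiocytes (-0.23, 0.0352 and 0.872), interferon-stimulated genes (-0.10, 0.0303 and 0.872), unfolded protein response (-0.12, 0.0352 and 0.872), chemokines (-0.09, 0.0352 and 0.695) and cytoplasmic ribosomal proteins (0.049, or -0.00071 with exonic length offsets, 0.00365 and 0.886) passed with the preset correlation only. Medians of lists that did not pass were 0.033 for fatty acid oxidation, 0.075 for lipid droplets, -0.09 for de novo lipogenesis, -0.011 for Fcγ receptor phagocytosis, -0.025 for NFκB signaling, 0.033 for macrophages (-0.0017 with exonic length offsets), 0.051 for xenobiotic cytochrome P450, -0.06 for glucose metabolism, -0.31 for male-biased and 0.024 for female-biased genes, -0.07 for endothelial cells, -0.022 for hepatocytes, 0.035 for periportal genes, -0.09 for acute phase, 0.041 for oxidative stress (-0.0028 with exonic length offsets), 0.031 for cell cycle, 0.054 for immediate early genes, 0.029 for the circadian clock and 0.43 for erythroid genes.

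The real groups were set against 100 splits of the mice, the real one included. With HFD, 1 split was as large for the genes at an adjusted p under 0.05 (5333, highest other 1359). The same number was as large for those at an unadjusted p under 0.01 (4719, highest other 2120). For the oxidative phosphorylation list it was 2 splits (-0.27, highest other 0.27 in size), and for its z 1. It was 1 for the inflammation lists (1.08, highest other 0.68) and 1 for the fibrosis list (1.10, highest other 0.83). For the number of lists it was 22 (26, highest other 37). With BB5.1, 3 splits were as large for the oxidative phosphorylation list (0.15, highest other 0.16), 1 for its z and 1 for the reversal count. It was 23 for the genes at an unadjusted p under 0.01 (133, highest other 915) and 37 for the fibrosis list (-0.17, highest other 0.46 in size). For the number of lists it was 52 (16, highest other 30). Where at most 3 splits were as large, chance is less likely but not excluded, as only 100 splits were drawn. These shares were not adjusted over the results tested, and the list with BB5.1 did not pass with an estimated correlation or in fry. For the 0 genes at an adjusted p under 0.05 in edgeR (766 at an unadjusted p under 0.05, and 0 in DESeq2 and limma-voom) the count says nothing about chance, since each of the 100 splits has at least 0 genes (highest other 59). A split with 915 genes, several times the real count, may point to a structure of the samples other than the treatment, which was not tested.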
